# BTLA and PD-1 signals attenuate TCR-mediated transcriptomic changes

**DOI:** 10.1016/j.isci.2024.110253

**Published:** 2024-06-12

**Authors:** Muhammad Zainul Arifin, Judith Leitner, Donagh Egan, Petra Waidhofer-Söllner, Walter Kolch, Vadim Zhernovkov, Peter Steinberger

**Keywords:** Molecular biology, Transcriptomics

## Abstract

T cell co-inhibitory immune checkpoints, such as PD-1 or BTLA, are bona fide targets in cancer therapy. We used a human T cell reporter line to measure transcriptomic changes mediated by PD-1- and BTLA-induced signaling. T cell receptor (TCR)-complex stimulation resulted in the upregulation of a large number of genes but also in repression of a similar number of genes. PD-1 and BTLA signals attenuated transcriptomic changes mediated by TCR-complex signaling: upregulated genes tended to be suppressed and the expression of a significant number of downregulated genes was higher during PD-1 or BTLA signaling. BTLA was a significantly stronger attenuator of TCR-complex-induced transcriptome changes than PD-1. A strong overlap between genes that were regulated indicated quantitative rather than qualitative differences between these receptors. In line with their function as attenuators of TCR-complex-mediated changes, we found strongly regulated genes to be prime targets of PD-1 and BTLA signaling.

## Highlights

• A human T cell reporter line co-expressing PD-1 and BTLA was generated
• RNA-seq was performed to measure transcriptome changes mediated by these receptors
• Genes induced by TCR activation were downregulated by PD-1 and BTLA signals
• TCR signaling-mediated gene suppression was attenuated by PD-1 and BTLA signals

## Introduction

T cell co-inhibitory receptors, so-called immune checkpoints, play an essential role in preventing aberrant immune reactions and maintaining peripheral tolerance.^1^ However, they also limit antitumor immunity, and antibodies targeting PD-1 have revolutionized cancer therapy.^2^ Currently, Programmed cell dead protein-1 (PD-1) inhibitors are widely used to treat various malignancies such as melanoma, non-small lung cancer, and renal carcinoma. Moreover, numerous clinical trials test the utility of antibodies targeting PD-1 or its major ligand PD-L1 alone or in combination with chemotherapeutics, targeted therapies, or radiation. Nevertheless, only a subset of patients benefit from PD-1 blockade, and blocking additional immune checkpoints may increase the efficacy of immune checkpoint inhibitor (ICI) therapy. The combination of PD-1 and CTLA-4 antibodies is beneficial in some patients, and, recently, the combination of the PD-1 blocker nivolumab with the anti-LAG-3 antibody relatlimab has received Food and Drug Administration (FDA) approval for the treatment of advanced melanoma.^3^^,^^4^

B and T cell attenuator (BTLA) is a co-inhibitory receptor broadly expressed in T cells. We and others have shown that blockade of BTLA alone or in combination with PD-1 can enhance human T cell responses *in vitro*.^5^^,^^6^^,^^7^^,^^8^ However, BTLA biology is complex as its ligand Herpesvirus entry mediator (HVEM) is an activating receptor broadly expressed in T cells, where it can engage BTLA in *cis*.^9^^,^^10^^,^^11^ Consequently, the function of BTLA is controversially discussed and incompletely understood.^12^ Nevertheless, the BTLA/HVEM axis is considered an important target for cancer immunotherapy.^13^ Several BTLA antibodies have entered clinical trials where they are used alone or in combination with PD-1 antibodies.^14^^,^^15^^,^^16^^,^^17^

BTLA and PD-1 both feature a membrane-proximal immunoreceptor tyrosine-based inhibition motif (ITIM) and a membrane distal immunoreceptor tyrosine-based switch motif (ITSM). Upon tyrosine phosphorylation of these motifs, SH2 domain-containing protein-tyrosine phosphatases are recruited, which dampen signaling by the T cell receptor (TCR) and its co-activator CD28, thereby counteracting T cell activation.^2^ PD-1 mainly recruits SHP-2 (Tyrosine-protein phosphatase non-receptor type 11; PTPN11), whereas BTLA preferentially recruits SHP-1 (PTPN6).^18^^,^^19^^,^^20^ However, alternative inhibition mechanisms and even stimulatory effects have been reported for PD-1 and BTLA.^21^^,^^22^^,^^23^^,^^24^ Profiling gene expression changes mediated by co-inhibitory signals could potentially yield important insights into the function of immune checkpoints. There are several transcriptomic studies on the effects of PD-1 blockade *in vivo*, but they do not provide insight into the effects of PD-1 on TCR-induced gene expression.^25^^,^^26^^,^^27^^,^^28^^,^^29^ Studies that have investigated the direct consequences of co-inhibitory signaling on gene expression are scarce, and except for PD-1 there are no reports describing how the engagement of co-inhibitory receptors by their natural ligands affects gene expression initiated by TCR-complex signaling.^30^

We have previously used a well-controlled transcriptional reporter system engineered in the human T cell line Jurkat together with T cell stimulator cells co-expressing a membrane-bound anti-CD3 antibody fragment and different ICI ligands to study how PD-1 or BTLA impact T cell activation processes.^10^^,^^31^^,^^32^ Here, we have used our co-culture system to analyze and compare the effect of PD-1 and BTLA signaling on the transcriptional program induced by TCR signaling.

## Results and discussion

### An experimental system for dissecting the impact of PD-1 and BTLA on TCR signaling

To assess how BTLA and PD-1 signaling impacts gene transcription induced by TCR-complex stimulation, we used a previously described Jurkat-nuclear factor κB (NF-κB)::enhanced green fluorescent protein (eGFP) reporter cell line together with T cell stimulator cells (TCS) that stimulate Jurkat T cells via the TCR-CD3 complex.^33^^,^^34^ We stably co-expressed PD-1 and BTLA in our reporter cells and generated T cell stimulator cells expressing the cognate ligands PD-L1 or HVEM (Figures 1A and 1B). Surface molecule quantitation indicated similar expression of PD-1 and BTLA on the reporter cells. On the TCS the expression of the PD-1 ligand PD-L1 was higher compared to the BTLA ligand HVEM (Figure 1B).

**Figure 1:**
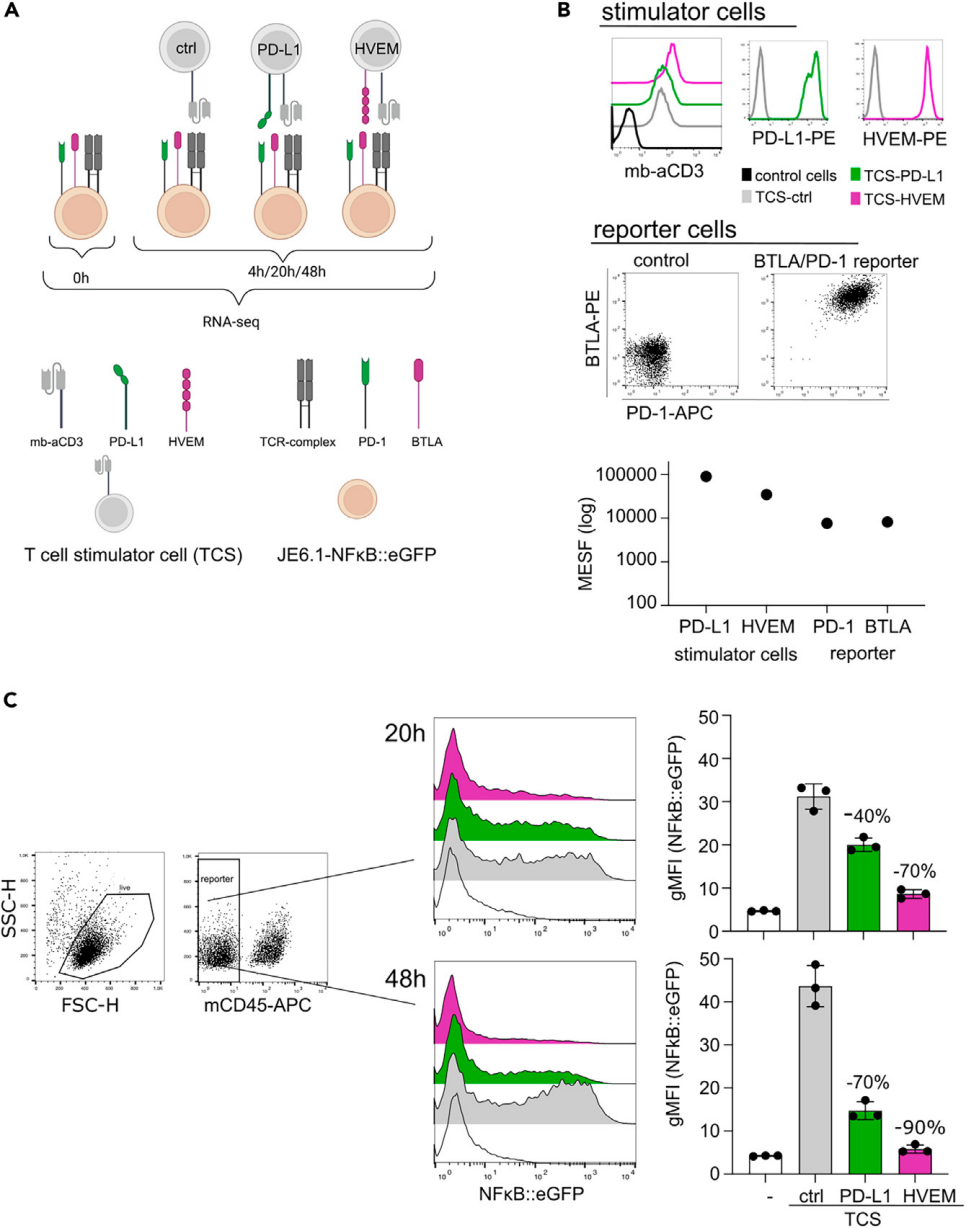
A PD-1 and BTLA co-expressing T cell reporter line for transcriptomics analyses (A) Schematic of the experimental layout. JE6.1-NF-κB::eGFP reporter cells co-expressing PD-1 and BTLA were treated as indicated. RNA was isolated from the unstimulated condition and following 4, 20, and 48 h of co-culture. (B) Flow cytometry staining of the stimulator (upper) and reporter cells (middle panel). Quantification of PD-L1 and HVEM on stimulator cells as well as PD-1 and BTLA on reporter cells using Quantum-RE-PE MESF kit is shown (lower panel). (C) Analyses of NF-κB::eGFP reporter gene induction. PD-1/BTLA-JE6.1-NF-κB::eGFP reporter T cells were co-cultured with stimulator cells (TCS) expressing PD-L1 (green bar), HVEM (magenta), or no co-stimulatory molecule (control, ctrl, gray bar) or were left untreated, respectively. The gating strategy used is shown in the left panel. TCS (expressing murine CD45) were excluded from the analysis. Reporter gene activation (eGFP) was assessed by flow cytometry following 20 and 48 h. Histograms show a representative experiment. gMFI, geometric mean fluorescence intensity. Summarized data +/− SD are shown on the right.

PD-1 and BTLA co-expressing reporter cells were left unstimulated or co-cultured with control stimulator cells or stimulator cells expressing PDL-1 or HVEM. 

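The RNA comes from co-cultures of cells of 2 species: human Jurkat reporter T cells that carry both PD-1 and BTLA, and mouse BW5147 stimulator cells that carry an anti-CD3 fragment on a CD14 stem. There are 10 groups of 3 libraries each: reporter cells alone at 0 h (unstimulated), and 4, 20 and 48 h with control stimulator cells (TCR), with stimulator cells that express PD-L1 (TCR+PD-1) or with ones that express HVEM (TCR+BTLA). No library is of reporter cells cultured alone for 4 h or longer, or with stimulator cells that lack the anti-CD3 fragment. Changes with TCR against unstimulated cells therefore include any effect of time in culture or of contact with mouse cells. The assay is RNA sequencing of poly(A) RNA in read pairs. The authors aligned the reads to joined human and mouse genomes with STAR 2.4.2a and counted them per gene with HTSeq 0.6.1, and their deposited counts of all 30 libraries are the values used here. Counts of both species together run from 54638197 to 99978522 per library with a median of 61599642.5, and counts on human genes from 22935787 to 59409299 with a median of 34063188.5. By group, the total is 57413788 to 58509851 (median 58287382, of which human 58282713) in unstimulated cells. At 4 h it is 54638197 to 70442360 (median 56817007, of which human 40106707) for TCR, 62951063 to 64744937 (median 63595589, of which human 41310802) for TCR+PD-1 and 57085087 to 65329505 (median 62817539, of which human 38762062) for TCR+BTLA. The same values at 20 h are 65013825 to 99978522 (median 68436309, of which human 41249151), 61015609 to 64888134 (median 62394318, of which human 31562827) and 61300632 to 63862135 (median 61898653, of which human 32189077), and at 48 h 55729335 to 63490049 (median 55778833, of which human 27643186), 55037115 to 63612044 (median 58014883, of which human 24388479) and 56706487 to 60532954 (median 57830526, of which human 26591890), in the same order of stimulations. The authors tested these counts with DESeq2. From the counts onwards, human genes were fitted here in 1 edgeR model over all 30 libraries with a mean per group and TMM scaling, which left 16185 genes after the filter on low counts. A gene counts as changed at an adjusted p under 0.05 and a fold change over 1.5 in either direction, the paper's thresholds. Levels are CPM (counts scaled to a common library total) of the scaled human counts, given as mean ± SD of the 3 libraries, and log2 fold changes are given with their standard error (SE). The choice of test, the libraries that enter each fit, the filter on low counts and the human genes that the constructs add could each change the numbers. Nothing states whether the 3 libraries of a group come from separate cultures; if they do not, the p-values measure only the spread between these samples, which may be technical.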

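The reads of each co-culture separate by species, and the 3 human genes that the constructs carry mark which stimulator cells were present. Mouse genes took 0.0079 ± 0.0002% of the counts in unstimulated reporter cells, and with TCR stimulation 29.9 ± 0.946% at 4 h, 40.3 ± 0.508% at 20 h and 50.6 ± 0.205% at 48 h (mean ± SD, n = 3). With PD-L1 on the stimulator cells the share was 35.6 ± 0.656%, 49.1 ± 0.765% and 58.1 ± 0.221%, and with HVEM 39.5 ± 1.22%, 48.6 ± 0.670% and 54.3 ± 0.233%. CD14 (ENSG00000170458, chromosome 5, 140631728 to 140633700, hg38), the gene of the stem that holds the anti-CD3 fragment, stood at 0.225 ± 0.115 CPM of all counts in unstimulated cells. It reached 1014 ± 15.2, 1294 ± 31.8 and 1793 ± 53.8 with TCR at 4, 20 and 48 h, 1272 ± 8.40, 1888 ± 24.4 and 2591 ± 78.2 with TCR+PD-1, and 1532 ± 36.3, 1661 ± 140.2 and 2013 ± 104 with TCR+BTLA. CD274 (ENSG00000120217, chromosome 9, 5450503 to 5470566, hg38) encodes PD-L1 and had 834 ± 53.2, 1199 ± 32.7 and 2251 ± 115 in TCR+PD-1 cultures. TNFRSF14 (ENSG00000157873, chromosome 1, 2555639 to 2565382, hg38) encodes HVEM and had 1221 ± 61.5, 1123 ± 27.8 and 1692 ± 78.4 in TCR+BTLA cultures. In every group of co-cultures the mouse share differs from that of the TCR group at the same time by more than the spread between libraries, so the human counts of the TCR+PD-1 and TCR+BTLA groups come from a smaller part of the reads.

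**Figure D1:**
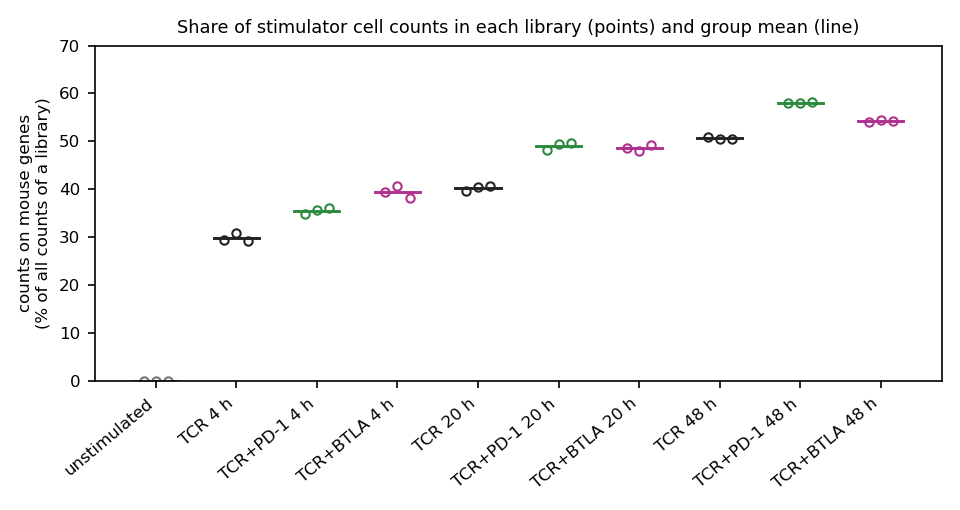
Share of all counts that fall on mouse genes, in percent, for the 10 groups; points are libraries (n = 3 per group) and the line is the group mean. The share is highest in TCR+PD-1 at 48 h and grows with time in each kind of co-culture.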

Following 4, 20, and 48 h of co-culture, deep RNA sequencing (RNA-seq) was used to distinguish and quantify changes in gene expression in the reporter and stimulator cells.

In parallel, NF-κB::eGFP reporter gene activation was analyzed by flow cytometry. PD-1 or BTLA engagement substantially reduced reporter activation compared to control stimulation. BTLA was more potent than PD-1 (approx. 70% reduction versus 40% at 20 h), and inhibition by either receptor was more pronounced at 48 h.

### Transcriptomic changes peak at 20 h post-TCR-complex stimulation

Following the time course of TCR-complex stimulation, we observed an upregulation of classical T cell activation markers such as CD40LG, EGR2, and CD69 compared to unstimulated Jurkat reporter cells (Figure 2A).^35^^,^^36^^,^^37^ In total, 343 genes were significantly upregulated, and 348 genes were significantly downregulated across all time points (Figure 2B). 

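CD40LG, EGR2 and CD69 were higher with TCR stimulation than in unstimulated cells at 4, 20 and 48 h. CD40LG (ENSG00000102245, chromosome X, 136648158 to 136660390, hg38), which encodes the CD40 ligand of helper T cells, was at 0.257 ± 0.0564 CPM in unstimulated cells and at 3.14 ± 0.661, 60.3 ± 2.60 and 49.3 ± 3.05 CPM at the 3 times (mean ± SD, n = 3). EGR2 (ENSG00000122877, chromosome 10, 62811996 to 62819167, hg38), a transcription factor of the early response to TCR signals, went from 1.05 ± 0.174 to 14.8 ± 1.20, 30.1 ± 2.94 and 13.8 ± 1.64 CPM. CD69 (ENSG00000110848, chromosome 12, 9752486 to 9760901, hg38), an early activation marker of the cell surface, went from 4.41 ± 0.604 to 25.9 ± 1.88, 101 ± 11.1 and 48.9 ± 1.63 CPM. The log2 fold changes were 3.59 (SE 0.205), 7.86 (SE 0.155) and 7.57 (SE 0.156) for CD40LG, 3.81 (SE 0.171), 4.84 (SE 0.170) and 3.71 (SE 0.174) for EGR2 and 2.55 (SE 0.0960), 4.51 (SE 0.0950) and 3.47 (SE 0.0960) for CD69. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the largest adjusted p at any time was 5.6e-18 for CD40LG, 2.0e-20 for EGR2 and 1.4e-23 for CD69. At all 3 times 331 genes were up and 371 down. Of 31 measured activation and costimulatory surface molecules, 18, 21 and 16 rose and 2, 5 and 4 fell at 4, 20 and 48 h, with the same counts when adjusted over the list alone; fgsea gives adjusted p = 0.00226, 0.0011 and 7.2e-05 for the list. Of 30 immediate early transcription factors, 19, 17 and 14 rose and 4, 3 and 3 fell, with fgsea adjusted p = 9.2e-07, 1.5e-08 and 6.3e-05.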

The highest number of differentially expressed genes occurred at the 20 h time point. 

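HSPA8, COL6A3, GPR183 and CD28 show the 20 h response. HSPA8 (ENSG00000109971, chromosome 11, 123057489 to 123063230, hg38), a constitutive cytosolic chaperone, rose from 158 ± 4.32 CPM in unstimulated cells to 1634 ± 31.1 at 4 h and 3229 ± 115 at 20 h, against 961 ± 36.4 at 48 h (n = 3). COL6A3 (ENSG00000163359, chromosome 2, 237324003 to 237414328, hg38), a collagen chain, rose from 0.928 ± 0.131 to 19.9 ± 1.09, 94.7 ± 12.1 and 44.8 ± 2.47 CPM. GPR183 (ENSG00000169508, chromosome 13, 99294539 to 99307399, hg38), an oxysterol receptor that guides lymphocyte migration, went from 0.148 ± 0.157 to 18.7 ± 0.875 CPM at 20 h and 18.9 ± 1.16 at 48 h. CD28, a costimulatory receptor, stood at 161 ± 4.35 CPM in unstimulated cells, 144 ± 3.95 at 4 h, 410.1 ± 17.1 at 20 h and 386 ± 4.08 at 48 h. At 20 h the log2 fold changes are 4.36 (SE 0.0490), 6.66 (SE 0.132), 6.96 (SE 0.258) and 1.35 (SE 0.0390), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 1.8e-41, 3.1e-33, 3.1e-24 and 6.2e-28. CD28 did not pass at 4 h (log2 fold change -0.17). By the same test 2070 genes were up and 2946 down at 20 h, 5016 in all or 31.0% of the tested genes, and at 4 h 1715 were up and 1553 down, 20.2% together. Without the fold-change threshold the test passes 8893 genes at 4 h and 10473 at 20 h.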

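HCAR1, FGFR1 and TRAC were far above the unstimulated level at 48 h, and SLC7A11 and HSPA6 far below it. HCAR1 (ENSG00000196917, chromosome 12, 122726076 to 122730844, hg38), the lactate receptor, was at 20.9 ± 1.09 CPM against 0.661 ± 0.10 (n = 3), FGFR1, a growth factor receptor, at 279 ± 5.38 against 49.0 ± 2.17, and TRAC, the constant chain of the TCR alpha gene, at 180.0 ± 7.89 against 39.5 ± 1.89 CPM. At 4 and 20 h HCAR1 was at 6.59 ± 1.27 and 25.3 ± 2.00 CPM, FGFR1 at 112 ± 5.90 and 195 ± 5.82 and TRAC at 94.6 ± 1.93 and 150.3 ± 11.4. SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349, hg38), the cystine transporter, fell from 99.1 ± 4.18 to 8.11 ± 0.489 CPM and HSPA6, an inducible chaperone, from 21.6 ± 2.14 to 1.79 ± 0.605. Log2 fold changes at 48 h are 4.98 (SE 0.151), 2.51 (SE 0.0470), 2.19 (SE 0.0520), -3.61 (SE 0.112) and -3.60 (SE 0.198), in this order, with adjusted p = 1.4e-26, 2.6e-33, 5.2e-30, 2.3e-26 and 2.8e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 48 h 1040 genes were up and 1343 down, 14.7% of those tested. Among the genes that passed, the median absolute log2 fold change was 0.92 at 4 h, 1.03 at 20 h and 0.96 at 48 h.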

Interestingly, the smallest number of differentially expressed genes was found at 48 h, suggesting that the effect of TCR-complex stimulation was already diminished at that time point (Figure 2B). Hierarchical clustering of both TCR-complex-induced upregulated and downregulated genes showed that the biggest difference between unstimulated and TCR-complex-stimulated cells occurred at the 20 h time point, particularly in the number of downregulated genes (Figures 2B and 2C).

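The genes that fell furthest with TCR stimulation include CHAC1 (ENSG00000128965, chromosome 15, 40952962 to 40956512, hg38), STC2 (ENSG00000113739, chromosome 5, 173314723 to 173328447, hg38), CDHR1 (ENSG00000148600, chromosome 10, 84194537 to 84219621, hg38) and C16orf74 (ENSG00000154102, chromosome 16, 85690084 to 85751129, hg38). CHAC1, which degrades glutathione and is a target of the amino acid stress factor ATF4, went from 74.0 ± 2.31 CPM in unstimulated cells to 3.85 ± 0.456, 4.40 ± 0.121 and 6.59 ± 1.45 at 4, 20 and 48 h (n = 3). STC2, a secreted glycoprotein, fell from 118 ± 1.58 to 10.1 ± 0.389 CPM at 4 h, CDHR1, a cadherin, from 44.1 ± 2.44 to 1.63 ± 0.436 at 20 h, and C16orf74 from 10.1 ± 0.919 to 0.111 ± 0.0586 at 20 h. Their log2 fold changes are -4.27 (SE 0.123) for CHAC1 and -3.54 (SE 0.0910) for STC2 at 4 h, and -4.79 (SE 0.177) for CDHR1 and -6.48 (SE 0.393) for C16orf74 at 20 h; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 3.1e-27, 7.7e-29, 2.8e-24 and 1.6e-17. PSAT1, a serine synthesis enzyme, went from 763 ± 31.2 to 143 ± 3.54 CPM at 20 h and SESN2, a leucine sensor, from 118 ± 6.87 to 20.4 ± 0.354. Both belong to a list of 48 measured ATF4 targets and genes of amino acid deprivation, of which 37, 36 and 38 fell and 1, 1 and 0 rose at 4, 20 and 48 h; adjusted over the list alone, the count that fell is 39 at 48 h and the same at the other times. The list's median log2 change is -1.12, -1.28 and -1.20, with fgsea adjusted p = 7.8e-21, 4.3e-20 and 4.9e-36 and camera adjusted p = 0.00753, 0.00656 and 0.00154 with an estimated correlation.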

**Figure 2:**
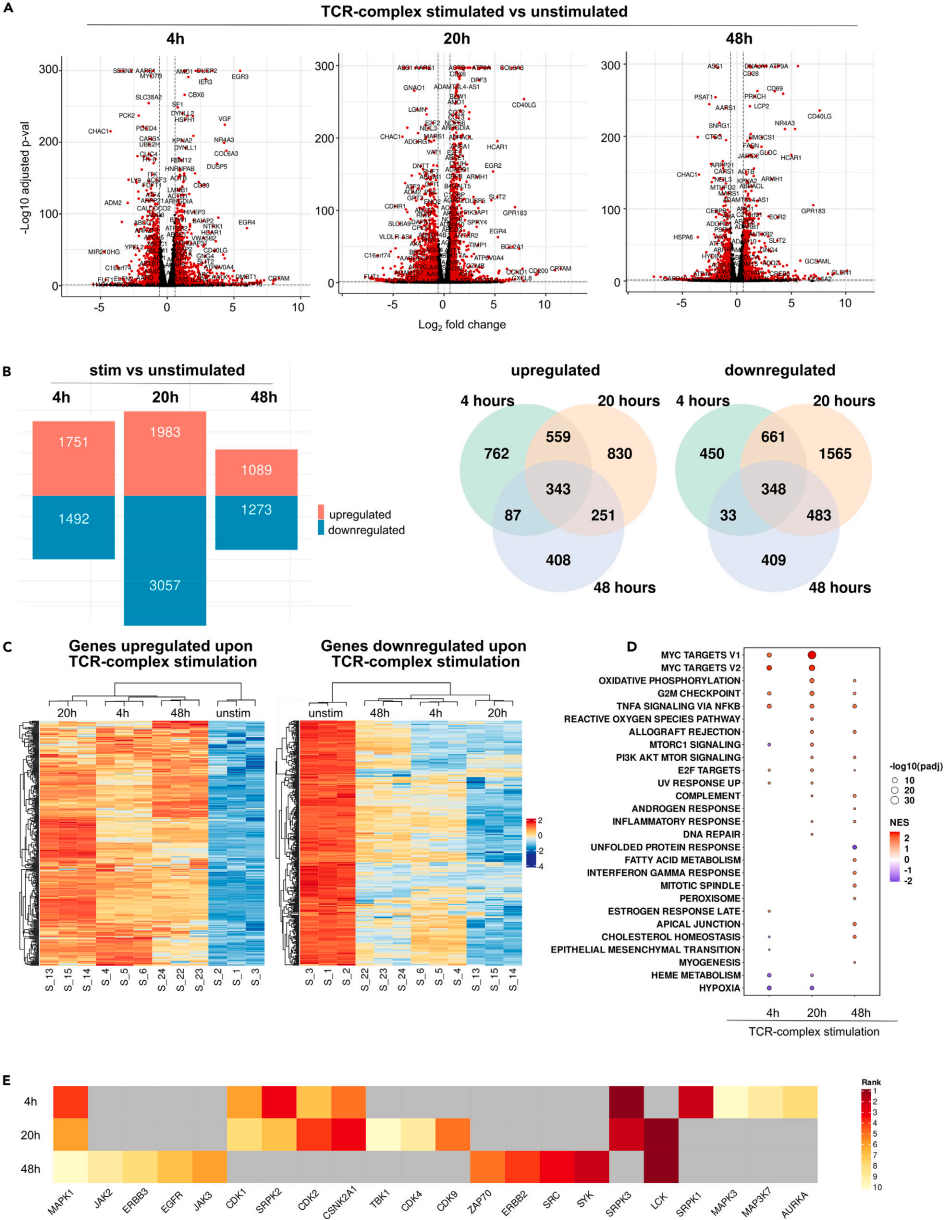
Transcriptomics analysis of TCR-complex-stimulated versus unstimulated T cell reporter cells (A) Volcano plots showing the log2-fold-change and adjusted *p* values for pairwise differential expression between stimulated T cells and unstimulated T cells across three time points (4 h, 20 h, and 48 h). Differentially expressed genes (adjusted *p* value <0.05, absolute fold-change >1.5) are highlighted in red. (B) Bar plots and Venn diagrams highlighting the number of differentially expressed genes across different time points. (C) Heatmaps of genes differentially expressed at all time points (adjusted *p* value <0.05, absolute fold-change >1.5) upon TCR stimulation. (D) Bubble plot of gene set enrichment analysis results using the Hallmark database used to identify differentially enriched pathways (adjusted *p* value <0.05) for each time point. (E) Kinase enrichment analysis of genes upregulated upon TCR-complex stimulation for all time points. The ten highest-ranked kinases were plotted in the heatmap.

To identify biological functions associated with differentially expressed genes, we performed gene set enrichment analysis with fgsea using the Hallmark database from the Human Molecular Signature Database (MSigDB) collections (Figure 2D).^38^^,^^39^ Most significantly enriched pathways were observed at the 20 h time point. The “G2M checkpoint” and “TNFA signaling via NF-κB” were positively enriched at all time points. 

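NFKBID and LTB, targets of NF-kB, and the mitotic genes CCNB1, CDC20 and KIF20A rose with TCR stimulation. NFKBID, an atypical inhibitor of the NF-kB family, had log2 fold changes of 2.35 (SE 0.0890), 3.45 (SE 0.0890) and 1.60 (SE 0.0920) at 4, 20 and 48 h, and LTB, a lymphotoxin subunit, 1.54 (SE 0.0850) at 4 h and 1.69 (SE 0.0850) at 20 h. TNFAIP2 fell at 20 h (-2.48 (SE 0.137)). CCNB1, the cyclin of mitotic entry, rose by log2 0.69 (SE 0.0360) at 4 h and 1.15 (SE 0.0360) at 20 h, CDC20 by 0.81 (SE 0.0360) at 20 h and KIF20A by 0.72 (SE 0.0450) at 48 h, while KIF15 fell at 4 h (-0.67 (SE 0.0480)). For these genes the largest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment is 4.2e-15, for KIF15. Of 38 measured NF-kB targets, 12, 17 and 10 rose and 4, 5 and 4 fell at 4, 20 and 48 h, with medians of 0.15, 0.43 and 0.15 and fgsea adjusted p = 0.0407, 0.00696 and 0.0101. The call for NF-kB targets at 20 h holds with camera at adjusted p = 0.0482 with an estimated correlation, and is lost at 4 h (adjusted p = 0.245 with an estimated correlation) and 48 h (adjusted p = 0.109 with an estimated correlation). Of 70 G2M and mitosis genes, 4, 6 and 7 rose and 5, 1 and 0 fell, with medians of 0.05, 0.15 and 0.25. Their fgsea adjusted p is 0.414 at 4 h, 0.014 at 20 h and 1.4e-08 at 48 h, and the 20 h call is lost at adjusted p = 0.165 with an estimated correlation, where the 48 h one holds at 0.00712. The genes of both lists that pass are the same when adjusted over the list alone. These lists were written for this data set and are not the Hallmark sets.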

Identifying the “G2M checkpoint” and “E2F target functions” suggested an enrichment of the cell cycle and proliferation functions.^40^^,^^41^ The “TNFA signaling via NF-κB” pathway suggested the involvement of NF-κB in this process. 

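Genes of DNA replication moved in both directions with TCR stimulation. RRM2, the small subunit of ribonucleotide reductase, rose at 4 h (log2 fold change 0.77 (SE 0.0380)), as did FEN1, a flap endonuclease (0.68 (SE 0.0470)), and CCNE2, a cyclin of S phase entry (1.17 (SE 0.0830)). E2F2, one of the E2F transcription factors, fell (log2 fold change -1.11 (SE 0.0390) at 20 h and -0.65 (SE 0.0390) at 48 h), and so did PRIM1, the primase subunit (-0.81 (SE 0.0560) and -0.83 (SE 0.0570)). EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 5.2e-20, 1.4e-15 and 3.9e-15 for the genes that rose at 4 h and 5.9e-25 and 7.0e-16 for E2F2 and PRIM1 at 20 h. Of 64 measured E2F targets and replication genes, 4, 1 and 0 rose and 3, 5 and 3 fell at 4, 20 and 48 h, with the same counts when adjusted over the list alone. For this list fgsea gives adjusted p = 0.566 at 4 h and 0.45 at 20 h, and 0.00395 at 48 h on the lower side (normalized enrichment score -1.71), which is lost at adjusted p = 0.566 with an estimated correlation. Replication dependent histones, whose mRNAs lack the tail that the library preparation selects, had 8, 7 and 6 of 27 genes down (2, 3 and 3 adjusted over the list alone), and their calls at 4 h (0.0202) and 20 h (0.0337) by fgsea are lost at adjusted p = 0.579 and adjusted p = 0.406 with an estimated correlation.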

Tumor necrosis factor alpha (TNF-α) can stimulate T cell expansion and functions, and the NF-κB transcription factor plays a crucial role in the TCR signaling and T cell survival and proliferation.^42^^,^^43^ Several pathways exhibited positive enrichment at specific time points. For instance, “MYC targets” and “UV response” were enriched 4 and 20 h post-stimulation, whereas “allograft rejection,” “PI3K AKT MTOR signaling,” “complement,” and “inflammatory response” were augmented at 20 and 48 h “Hypoxia” was diminished at 4 and 20 h (Figure 2D). This pathway decreases the proliferation of central memory and naive T cells after activation.^44^

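NOP56, HSPD1, VEGFA and GBP2 stand for lists that moved at different times of TCR stimulation. NOP56, a nucleolar protein of ribosome assembly, rose at 4 h (log2 fold change 0.76 (SE 0.0370)) and 20 h (1.09 (SE 0.0370)), and HSPD1, the mitochondrial chaperonin, at 20 h (1.38 (SE 0.0390)). VEGFA, a hypoxia-induced growth factor, fell at 4 h (-2.14 (SE 0.105)) and 20 h (-3.15 (SE 0.114)), as did PDK1, a brake on pyruvate oxidation (-1.50 (SE 0.0650) and -1.84 (SE 0.0670)). GBP2, an interferon-induced GTPase, and IFITM2, an antiviral membrane protein, rose at 48 h (4.25 (SE 0.634) and 1.11 (SE 0.0920)). The adjusted p of these genes is at most 5.1e-07 (GBP2) with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 56 measured MYC targets and ribosome biogenesis genes, 19, 53 and 2 rose and 0, 0 and 1 fell at 4, 20 and 48 h (fgsea adjusted p = 1.5e-12, 3.5e-21 and 0.0517; camera 0.0286 and 0.00656 at 4 and 20 h with an estimated correlation). Of 43 hypoxia and glycolysis genes, 0, 2 and 1 rose and 21, 22 and 7 fell (fgsea 4.5e-10, 2.7e-06 and 0.0401), and all 3 calls are lost, at adjusted p = 0.127, 0.17 and 0.566 with an estimated correlation. Among 23 effector cytokines and cytotoxic molecules, 9, 13 and 4 rose and 0, 5 and 1 fell (fgsea 5.3e-04, 0.0237 and 0.612; the 4 h call holds at 0.0297 and the 20 h one is lost at adjusted p = 0.071 with an estimated correlation). Among 41 interferon response genes, 5, 6 and 9 rose and 7, 9 and 2 fell (fgsea 0.44, 0.45 and 0.0062; camera 0.0102 at 48 h with an estimated correlation). The ER chaperone list (40 genes; 5, 11 and 1 rose and 3, 3 and 4 fell) has fgsea adjusted p = 0.0156, 6.2e-05 and 0.612, lost at 4 h (adjusted p = 0.158 with an estimated correlation) and kept at 20 h (0.0493). Cytosolic heat shock genes (33; 7, 19 and 10 rose and 2, 3 and 4 fell) have 0.00157, 3.8e-10 and 1.6e-05, kept at 20 h (0.0436) and lost at the other 2 times (adjusted p = 0.34 and 0.0584 with an estimated correlation), and proteasome genes (32; 1, 25 and 0 rose and 0, 0 and 0 fell) have 0.44, 3.0e-10 and 0.0178, kept at 20 h (0.0482) and lost at 48 h (adjusted p = 0.566 with an estimated correlation).

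**Figure D2:**
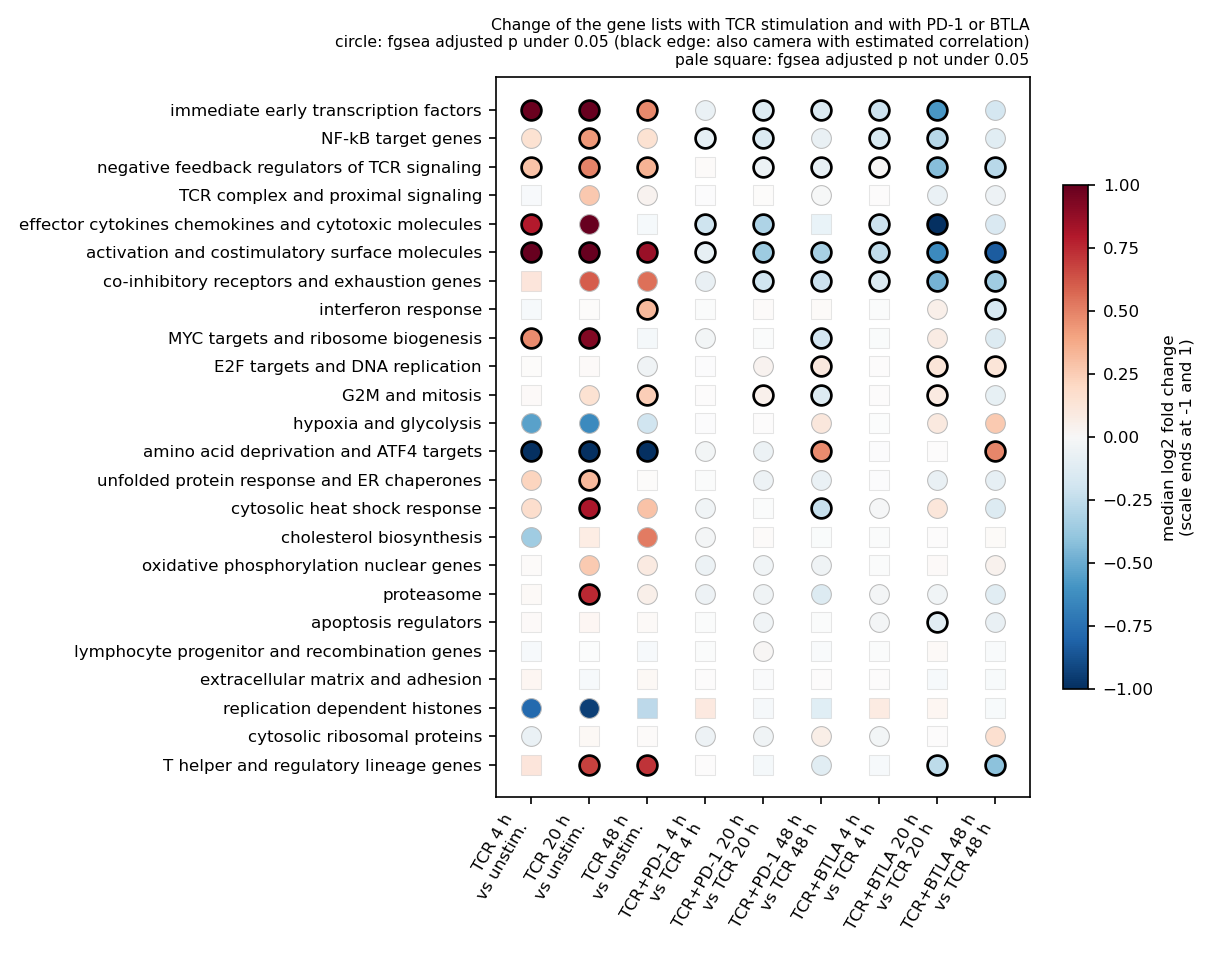
Gene lists (vertical) by comparison (horizontal); colour is the median log2 fold change of the measured members, circles have an fgsea adjusted p under 0.05, black edges also pass camera with an estimated correlation, and squares do not pass. The MYC list is raised with TCR at 4 and 20 h, and the ATF4 list is lower with TCR and higher with PD-1 or BTLA at 48 h.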

Kinase enrichment analysis (KEA) identifies upstream kinases based on the overrepresentation of their putative substrates.^45^ Analyzing the list of genes upregulated upon TCR-complex stimulation, we observed changes in the activity of kinases involved in TCR signaling, such as MAPK1, CDK4, ZAP70, MAPK3, and lymphocyte-specific protein tyrosine kinase (LCK) (Figure 2E). Both LCK and ZAP70 are crucial for T cell activation. LCK phosphorylates the immunoreceptor tyrosine-based activation motifs (ITAMs) in the CD3 complex. ZAP70 then binds to these phospho-tyrosines, becomes activated, and phosphorylates adaptor proteins that mediate T cell activation.^46^

To group genes that are upregulated upon TCR-complex stimulation with similar gene expression patterns across multiple time points, we used Mfuzz clustering.^47^ Different clusters exhibited distinct signaling pathways (Figure S1A). 

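EGR4, TNFRSF4 and SPHK1 are among the TCR-induced genes that were highest at 4 h. EGR4 (ENSG00000135625, chromosome 2, 73290929 to 73293701, hg38), an early response transcription factor, was at 0.218 ± 0.0186 CPM in unstimulated cells and at 13.7 ± 1.18, 8.69 ± 0.740 and 0.791 ± 0.135 CPM at 4, 20 and 48 h (n = 3). TNFRSF4, the costimulatory receptor OX40, was at 1.34 ± 0.193, 7.80 ± 1.68, 4.49 ± 0.122 and 0.780 ± 0.322 CPM, and SPHK1, a sphingosine kinase, at 11.3 ± 1.13, 22.3 ± 3.20, 11.6 ± 1.21 and 12.8 ± 0.60. At 4 h their log2 fold changes over unstimulated cells are 5.94 (SE 0.276), 2.54 (SE 0.205) and 0.99 (SE 0.10), with adjusted p = 1.1e-20, 1.2e-13 and 5.2e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 3250 genes up with TCR at 1 or more times, 1089 (33.5%) have their highest mean at 4 h. When the same genes are grouped by fuzzy c-means into 9 clusters, 3 of the clusters peak at 4 h and hold 1124 genes.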

Genes in clusters 1, 2, and 5 peaked 4 h after TCR-complex stimulation. Cluster 1 had no functional annotation, but clusters 2 and 5 contain genes with functions related to extracellular matrix (ECM) formation and organization, suggesting an enrichment of ECM-related pathways at an earlier time point. 

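MMP9, COL4A1 and DDR1 are extracellular matrix and adhesion genes in clusters that peak at 4 h. DDR1, a collagen-binding receptor kinase, went from 30.6 ± 0.869 CPM in unstimulated cells to 50.7 ± 1.15, 31.2 ± 2.79 and 31.2 ± 1.11 at 4, 20 and 48 h (n = 3). At 4 h the log2 fold changes are 0.73 (SE 0.0580) for DDR1, 1.14 (SE 0.449) for MMP9, a matrix protease, and 4.18 (SE 0.976) for COL4A1, a basement membrane collagen, with adjusted p = 9.9e-14, 0.0297 and 4.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. COL1A1, a fibrillar collagen, was at 7.18 ± 1.09 CPM at 4 h and 7.34 ± 0.527 at 48 h, against 4.79 ± 0.289 in unstimulated cells. Of 41 measured genes of this list, 13, 5 and 10 rose and 5, 9 and 5 fell at 4, 20 and 48 h (14 up at 4 h when adjusted over the list alone), and as a list they do not pass at any time (fgsea adjusted p = 0.559, 0.223 and 0.371). Of the 16 members among the TCR-induced genes, 8 fall in clusters that peak at 4 h (CD44, COL4A1, COL6A2, DDR1, FN1, LAMA5, LOXL2 and MMP9), and among the others are COL6A3 and TIMP1 at 20 h and COL1A1, COL6A1, COL9A2, ITGB7 and MMP14 at 48 h.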

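LCP2, PTPN6 and TRIB1 show a peak at 20 h of TCR stimulation. LCP2, an adaptor of TCR signaling, went from 114 ± 5.52 CPM in unstimulated cells to 166 ± 6.93, 416 ± 9.03 and 259.9 ± 5.46 at 4, 20 and 48 h (n = 3). PTPN6, the phosphatase SHP-1, went from 50.9 ± 0.546 to 84.0 ± 4.42, 146 ± 6.38 and 112 ± 3.35 CPM, and TRIB1, a pseudokinase, from 1.63 ± 0.135 to 5.53 ± 0.348, 17.1 ± 0.852 and 7.42 ± 0.842. Their log2 fold changes at 20 h are 1.86 (SE 0.0390), 1.52 (SE 0.0550) and 3.38 (SE 0.146), with adjusted p = 2.4e-32, 1.5e-24 and 3.4e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the TCR-induced genes, 1554 (47.8%) have their highest mean at 20 h and 607 (18.7%) at 48 h. In the fuzzy c-means grouping 4 clusters with 1578 genes peak at 20 h and 2 with 548 genes at 48 h. Of the genes up at all 3 times, 73 peak at 4 h, 179 at 20 h and 79 at 48 h.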

ECM-related functions facilitate cell movement, migration, and adhesion following T cell activation.^48^^,^^49^^,^^50^ Most clusters exhibited high expression levels at the 20 h time point. These clusters contained genes commonly identified in activated T cells, including NF-κB1, NF-κB2, RELA, EGR1, EGR2, DUSP2, CD69, CD27, CD40LG, TNFA, and IL2RA (Figure S1A). 

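Of these genes, EGR1, DUSP2, NFKB1, NFKB2, CD27, TNF and IL2RA had their highest mean at 20 h of TCR stimulation, while RELA did not pass the thresholds at any time. EGR1 (ENSG00000120738, chromosome 5, 138465479 to 138469303, hg38), an immediate early transcription factor, went from 31.6 ± 0.942 CPM in unstimulated cells to 196 ± 7.47, 444 ± 34.6 and 206 ± 8.68 at 4, 20 and 48 h (n = 3). DUSP2 (ENSG00000158050, chromosome 2, 96143169 to 96145440, hg38), a phosphatase of MAP kinases, went from 33.4 ± 2.16 to 260.4 ± 13.9, 627 ± 50.1 and 122 ± 2.85 CPM. NFKB1 (ENSG00000109320, chromosome 4, 102501330 to 102617302, hg38), the p105 subunit, went from 77.2 ± 3.34 to 144 ± 4.71 CPM at 20 h, CD27 from 5.99 ± 0.312 to 26.6 ± 1.38, TNF (ENSG00000232810, chromosome 6, 31575565 to 31578336, hg38) from 2.02 ± 0.0563 to 18.8 ± 1.70 and IL2RA, the alpha chain of the IL-2 receptor, from 0.393 ± 0.294 to 5.28 ± 0.846. Log2 fold changes at 20 h are 3.81 (SE 0.0620), 4.23 (SE 0.0560), 0.91 (SE 0.0480), 0.74 (SE 0.0530) for NFKB2, 2.15 (SE 0.0950), 3.22 (SE 0.161) and 3.74 (SE 0.369); with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the largest adjusted p among them is 1.8e-11 (IL2RA). RELA (ENSG00000173039, chromosome 11, 65653599 to 65663090, hg38), the p65 subunit, changed by log2 0.17 at 4 h, 0.18 at 20 h and 0.00 at 48 h, below the fold-change threshold. Of 31 measured negative feedback regulators, DUSP2 among them, 13, 14 and 14 rose and 2, 5 and 2 fell (fgsea adjusted p = 1.9e-04, 6.2e-05 and 3.0e-04; camera 0.0328, 0.0146 and 0.00712 with an estimated correlation).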

Gene set enrichment analysis identified pathways related to TCR signaling, cytokine production, signal transduction, and cell cycle but also to metabolic processes such RNA metabolism which facilitates the expansion and differentiation of unstimulated to activated T cells with increased proliferation and cytokine production (Figure S1B).^51^^,^^52^

### PD-1 and BTLA attenuate gene regulation mediated by TCR-complex stimulation

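The first components of the variation between the 30 libraries follow the time in culture, with unstimulated cells as 0 h. PC1 carries 27.2% of the variance and PC2 24.7%. Of the variance along PC1, 98.0% lies between times and 1.87% between stimulations of the same time, and along PC2 99.7% and 0.09%. PC3, with 6.35% of the variance, has 82.9% between times and 15.7% between stimulations. With every gene scaled to the same variance PC1 holds 32.9%, and with the most variable genes alone 35.7%. Genes such as HSPH1, at 77.5 ± 2.22 CPM in unstimulated cells and 194 ± 7.27, 394 ± 13.4 and 185 ± 3.12 CPM after 4, 20 and 48 h of TCR stimulation (n = 3), move with time in this way; for the rise at 20 h (log2 fold change 2.34 (SE 0.0430)) edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 3.8e-34.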

Principal-component analysis (PCA) of our RNA-seq data indicated that the main variation originated from the time points of stimulation (4, 20, and 48 h) rather than the type of stimulation (TCR, TCR+PD-1, or TCR+BTLA) (Figure 3A). 

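At 4 h, CD28 with PD-1 (146 ± 3.10 CPM) and BTLA (141 ± 3.37 CPM, n = 3) and HSPA5, an ER chaperone (652 ± 9.17 CPM with TCR, 604 ± 10.4 with TCR+PD-1 and 558 ± 23.8 with TCR+BTLA), do not pass with either receptor. Over all tested genes, the distance between the mean profiles of TCR+PD-1 and TCR at 4 h is 1.103 times the mean distance of the libraries from the means of their groups, and that between TCR+BTLA and TCR 1.088 times, where the other 9 splits of the same 6 libraries give 0.951 to 1.048 and 0.969 to 1.013. The tested genes include the human genes that the stimulator constructs carry, which add to these distances by design. CD274 was at 0.0835 CPM with TCR and 1224 with TCR+PD-1 at 4 h. The distances were not computed without these genes, so they do not show how far the reporter cells themselves differ. The log2 fold changes of CD28 and HSPA5 at 4 h are 0.03 and -0.11 with PD-1 and -0.03 and -0.23 with BTLA.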

No discernible difference was observed at the 4 h time points in the PCA plot for sample clustering. However, at 20 and 48 h the TCR-stimulated samples separated from TCR+PD-1- and TCR+BTLA-stimulated samples. 

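At 20 h the distance between the mean profiles of TCR+PD-1 and TCR is 1.104 times that of the libraries from the means of their groups, and for TCR+BTLA 1.33 times. At 48 h the ratios are 1.19 and 1.4, and the highest of the other 9 splits gives 1.056 and 1.018 at 20 h and 1.023 and 1.053 at 48 h. These distances also include the human genes of the stimulator constructs, and how much those genes add was not tested. TRAC shows the order at 48 h, with 128 ± 7.03 CPM with TCR+PD-1 and 74.7 ± 3.02 with TCR+BTLA (n = 3), and FGFR1 with 216 ± 5.97 and 128 ± 5.02. With BTLA the log2 fold changes against TCR are -1.27 (SE 0.0510) and -1.13 (SE 0.0450), with adjusted p = 2.8e-21 and 2.8e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; with PD-1 they are -0.49 and -0.37, below the fold-change threshold.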

To assess the impact of PD-1 and BTLA inhibition on TCR stimulation, we analyzed differential gene expression by comparing TCR-stimulated samples to TCR+PD-1-stimulated samples and TCR+BTLA-stimulated samples (Figure 3B). 

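Each of these comparisons sets 3 libraries with receptor ligand against the 3 TCR libraries of the same time. In 20 simulated sets of 30 libraries in which PD-1 and BTLA have no effect, the mean number of genes passing was 0.05 or less in every one of the 6 comparisons, in each direction. ATP9A, a phospholipid flippase that TCR stimulation raises, is an example of a gene that passes with both receptors. ATP9A (ENSG00000054793, chromosome 20, 51596514 to 51768390, hg38) was at 218 ± 10.1 CPM at 48 h with TCR, 83.1 ± 9.07 with TCR+PD-1 and 37.8 ± 1.83 with TCR+BTLA (n = 3). Its log2 fold changes against TCR are -1.39 (SE 0.0700) and -2.53 (SE 0.0740), with adjusted p = 1.1e-17 and 5.9e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 human genes that the stimulator constructs carry differ between the stimulator lines by design, and they are counted with the others unless a count is said to leave them out. They are left out throughout of the remaining TCR response and of the correlations over genes called with TCR. They are also left out of the genes up with a receptor and not reduced by TCR, or up over unstimulated cells too.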

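DUSP5, EGR3, NR4A3, PHLDB1 and SCG2 are the 5 genes that fell with PD-1 at 4 h, and all 5 also fell with BTLA. Leaving out 1 library gives 1 (without TCR+PD-1 4 h replicate 2) to 6 genes, DESeq2 over the compared groups 8, and glmTreat, which tests against that fold change, 0. DUSP5 (ENSG00000138166, chromosome 10, 110497907 to 110511533, hg38), a nuclear phosphatase of ERK, was at 25.6 ± 1.09 CPM with TCR+PD-1 and 38.9 ± 2.14 with TCR (n = 3), PHLDB1 at 5.67 ± 0.199 against 10.4 ± 0.792 and SCG2 (ENSG00000171951, chromosome 2, 223596940 to 223602361, hg38), a secretory granule protein, at 6.41 ± 0.336 against 11.4 ± 0.701. With BTLA, 26 genes fell, among them TNF, from 13.2 ± 1.88 to 7.17 ± 1.03 CPM, and EGR4, to 3.12 ± 0.324 CPM. Log2 fold changes with PD-1 are -0.61 (SE 0.105) for DUSP5, -0.88 (SE 0.174) for PHLDB1 and -0.83 (SE 0.172) for SCG2, and with BTLA -0.88 (SE 0.147) for TNF and -2.13 (SE 0.206) for EGR4. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 0.00322, 0.0232 and 0.0358 with PD-1 and 3.7e-04 and 2.2e-09 with BTLA. The test also passes 1 gene up with PD-1, CD274, and 2 up with BTLA, CD14 and TNFRSF14, all carried by the stimulator constructs; without them 0 genes rose. DESeq2 over all libraries also passes 1 gene up with PD-1 and 2 with BTLA and leaves 0 without the constructs. An unadjusted edgeR p under 0.05 is reached by 658 genes in either direction with PD-1 and 876 with BTLA. Chance alone would give a share of 0.05 of the 16185 tested genes, which is more than 658 and somewhat fewer than 876. These 2 counts are therefore no sign of further changed genes.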

At 4 h, only a few differentially expressed genes were identified in PD-1- or BTLA-stimulated samples, and all were downregulated. At 20 h, PD-1 and, even more so, BTLA induced differential gene expression, and this effect was further pronounced at 48 h. This aligns with the PCA, where control-stimulated samples were most clearly separated from samples stimulated with PD-1 or BTLA ligands at 48 h. 

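At 20 h ADA, MYO7B and TSHR rose with BTLA, and IKZF3 fell with both receptors. ADA (ENSG00000196839, chromosome 20, 44584896 to 44652252, hg38), adenosine deaminase, was at 502 ± 20.7 CPM with TCR, 536 ± 19.0 with TCR+PD-1 and 785 ± 19.4 with TCR+BTLA (n = 3), and MYO7B (ENSG00000169994, chromosome 2, 127535683 to 127637729, hg38), an unconventional myosin, at 921 ± 32.2, 1022 ± 17.3 and 1519 ± 37.4. TSHR, the thyrotropin receptor, rose from 23.4 ± 2.76 to 41.4 ± 2.47 CPM with BTLA. IKZF3, a lymphoid transcription factor, fell from 80.9 ± 5.49 with TCR to 51.1 ± 6.10 with PD-1 and 38.4 ± 0.896 with BTLA. Log2 fold changes with BTLA are 0.64 (SE 0.0380), 0.72 (SE 0.0350), 0.82 (SE 0.0680) and -1.07 (SE 0.0700) in this order, and -0.66 (SE 0.0690) with PD-1 for IKZF3, with adjusted p = 3.9e-16, 7.1e-19, 3.3e-12, 4.9e-15 and 2.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With PD-1, 13 genes rose and 36 fell at 20 h and 81 rose and 95 fell at 48 h; with BTLA, 123 rose and 347 fell at 20 h and 250 rose and 388 fell at 48 h. Without the 3 construct genes, the genes that rose with PD-1 number 11 and 79, and those with BTLA 121 and 248. Without 1 of the libraries the 13 become 8 (without TCR+PD-1 20 h replicate 1) at the lowest and 18 (without TCR 20 h replicate 1) at the highest. Fits of the compared groups give 5 with edgeR and 6 with DESeq2 in place of the 13, 59 and 49 in place of the 81, 62 and 53 in place of the 95, and 60 and 54 in place of the 123.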

Compared to the effects of TCR-complex stimulation on gene expression, which was already very strong at 4 h and peaked at 20 h, the effects of co-inhibitory signaling are delayed, with the most profound effects occurring at 48 h.

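The effect of a receptor at 48 h was also set against its effect at 20 h gene by gene. CHAC1 changed by log2 1.8 (SE 0.123) with PD-1 at 48 h and by -0.06 (SE 0.145) at 20 h, and ATP9A by -0.43 (SE 0.0670) with PD-1 at 20 h. TRAC, ADGRG1 and PTPN6 show the same order with BTLA, with log2 fold changes at 20 h of -0.68 (SE 0.0500), 0.80 (SE 0.0880) and -0.19 (SE 0.0540), against 1.56 (SE 0.0800) for ADGRG1 and -0.72 (SE 0.0570) for PTPN6 at 48 h. In the other direction NR4A1, with BTLA, changed by -1.51 (SE 0.0590) at 20 h and -0.62 (SE 0.0670) at 48 h. In a test of the difference between the times, 60 genes were higher and 20 lower at 48 h than at 20 h with PD-1. With BTLA 187 were higher and 107 lower. Without 1 library the 20 become 15 (without TCR+PD-1 20 h replicate 2) at the lowest and 33 (without TCR 20 h replicate 2) at the highest. DESeq2 over the compared groups calls fewer than the 60, and glmTreat calls fewer genes for each of these counts. Of TCR's own changes, 2471 of 3892 genes that fell at 1 or more times were lowest at 20 h, 776 at 4 h and 645 at 48 h.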

**Figure 3:**
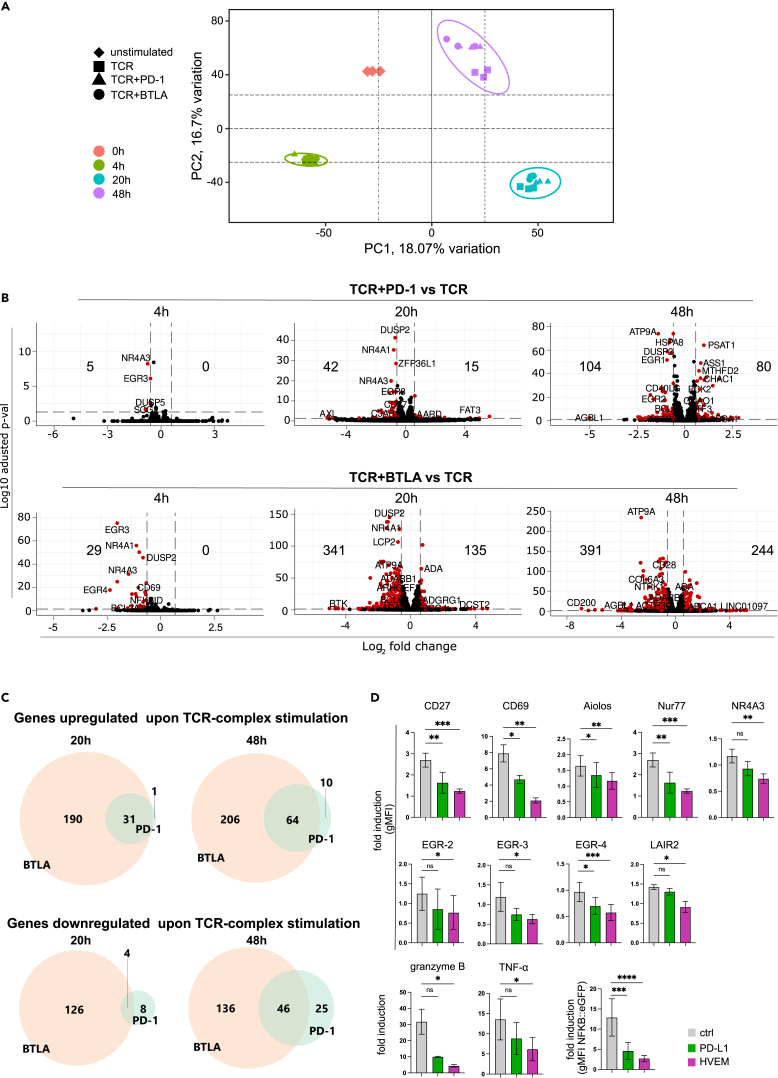
Transcriptomics changes mediated by PD-1 and BTLA signals (A) Principal-component analysis (PCA) of all samples grouped by time points and stimulation condition. (B) Volcano plot showing the log2-fold-change and adjusted *p* values for pairwise differential expression between either TCR+PD-1-stimulated or TCR+BTLA-stimulated against TCR-stimulated T cells across 3-time points (4, 20, and 48 h). Differentially expressed genes (adjusted *p* value <0.05, fold change >1.5) are highlighted in red. The number on the left side of the volcano plot indicates the amount of significantly downregulated genes whereas the number on the right side indicates the amount of significantly upregulated genes. (C) Venn diagrams of genes differentially expressed upon PD-1 inhibition and TCR stimulation intersected with genes differentially expressed upon BTLA inhibition and TCR stimulation at the 20 and 48 h time points. (D) Flow cytometry and Luminex-based analysis (granzyme B, TNF-α) showing the expression of proteins encoded by genes significantly downregulated by PD-1 and BTLA signals. Statistics were calculated using Friedman test followed by Dunn’s multiple comparison test (compared to a control group). ns, not significant; ns > 0.05, ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001; ∗∗∗∗*p* ≤ 0.0001.

Furthermore, there was a substantial overlap between genes regulated by PD-1 and BTLA (Figure 3C). This was most pronounced for genes upregulated upon TCR-complex stimulation and differentially expressed in PD-1- and BTLA-stimulated samples. 

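CHAC1, SLC7A11 and PSAT1 rose and HSPA8 and HSPH1 fell at 48 h with both receptors. CHAC1 was at 22.8 ± 3.17 CPM with TCR+PD-1 and 22.15 ± 2.73 with TCR+BTLA (n = 3), SLC7A11 at 22.6 ± 2.53 and 25.0 ± 2.92, PSAT1 at 390.5 ± 42.8 and 388 ± 34.1 against 194 ± 8.55 with TCR, and HSPA8 at 549 ± 9.19 and 586 ± 22.0. Log2 fold changes with PD-1 and BTLA are 1.48 (SE 0.116) and 1.62 (SE 0.115) for SLC7A11, 1.01 (SE 0.0550) and 1.0 (SE 0.0550) for PSAT1, -0.81 (SE 0.0430) and -0.71 (SE 0.0430) for HSPA8 and -0.77 (SE 0.0430) and -0.75 (SE 0.0430) for HSPH1; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 2.2e-12 or less for all of them. Over all tested genes, 33 fell with both at 20 h, where independent calls would give 0.772, and 69 at 48 h against 2.28; 6 rose with both at 20 h against 0.099, and 51 at 48 h against 1.25. The 2 comparisons share the TCR libraries, so their calls are not independent. Over the genes called with TCR, the log2 fold changes with PD-1 and BTLA correlate at 0.556, 0.569 and 0.771 at 4, 20 and 48 h, where the simulated sets, with shared TCR libraries alone, give 0.543, 0.478 and 0.550; the covariance is 0.0712, 0.253 and 0.552, with 0.0751, 0.0955 and 0.151 simulated.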

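GNG4, LAIR2 and IL21R are TCR-induced genes that fell with both receptors at 20 h. IL21R (ENSG00000103522, chromosome 16, 27402174 to 27452042, hg38), the IL-21 receptor, was at 31.7 ± 1.12 CPM with TCR, 14.6 ± 1.81 with TCR+PD-1 and 8.70 ± 0.234 with TCR+BTLA (n = 3), and LAIR2, a soluble collagen receptor, at 9.06 ± 0.320, 4.41 ± 0.486 and 2.11 ± 0.508. With PD-1 their log2 fold changes are -1.12 (SE 0.115) and -1.04 (SE 0.273), with adjusted p = 1.7e-08 and 0.0371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with BTLA -1.87 (SE 0.121) and -2.10 (SE 0.289). Among TCR-induced genes, those called with both receptors, with PD-1 only and with BTLA only were 5, 0 and 22 at 4 h, 31, 1 and 197 at 20 h, and 62, 10 and 206 at 48 h. With 1 library left out there are 1 to 6 with both and 0 to 2 with PD-1 only at 4 h, and with PD-1 only 0 to 2 at 20 h and 6 to 14 at 48 h. Of the TCR-induced genes that fell with PD-1, 30 at 20 h and 62 at 48 h also fell with BTLA, 100% and 87.3%, against 3.29 and 18.1 expected from independent calls.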

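CDHR1, SESN2 and ADGRG1 are TCR-reduced genes that the receptors moved to different degrees at 48 h. CDHR1 was at 15.2 ± 4.51 CPM with TCR, 32.3 ± 5.44 with TCR+PD-1 and 50.3 ± 5.03 with TCR+BTLA (n = 3), SESN2 at 26.6 ± 0.862, 58.6 ± 4.98 and 49.1 ± 3.47, and ADGRG1 (ENSG00000205336, chromosome 16, 57610652 to 57665580, hg38), an adhesion G protein-coupled receptor, at 17.2 ± 1.04, 24.9 ± 2.72 and 50.6 ± 1.82. With PD-1 and BTLA the log2 fold changes are 1.09 (SE 0.142) and 1.73 (SE 0.140) for CDHR1 and 1.14 (SE 0.0790) and 0.88 (SE 0.0790) for SESN2, with adjusted p = 5.0e-07, 1.4e-12, 6.8e-14 and 2.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; ADGRG1 with PD-1 (0.53) stays under the fold-change threshold. Among TCR-reduced genes, 5 at 20 h and 48 at 48 h were called with both receptors. With PD-1 only 4 and 20 were called, and with BTLA only 113 and 142. Fits of the compared groups, with DESeq2 or edgeR, call fewer than the 4, the 20 and the 113. Of the TCR-reduced genes that rose with PD-1, 5 of 8 (62.5%) at 20 h and 47 of 65 (72.3%) at 48 h also rose with BTLA, where independent calls would give 0.277 and 8.71. The 5 called with both at 20 h become 0 with DESeq2 or edgeR over the compared groups and 1 (without TCR+PD-1 20 h replicate 3) to 7 (without TCR 20 h replicate 1) when 1 library is left out, and the numbers with PD-1 only then go from 3 to 7 at 20 h and from 13 to 31 at 48 h.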

For genes downregulated upon TCR-complex stimulation, the overlap between the differentially expressed genes upon PD-1 and BTLA treatment was less extensive but still substantial (Figure 3C). To confirm that genes regulated by PD-1 and BTLA were also differentially expressed at the protein level, we measured the expression of 11 proteins involved in T cell activation. The expression of all tested proteins was significantly reduced in our reporter cells when BTLA was engaged. Their expression was also lowered by PD-1, but the reduction did not reach statistical significance for all proteins (Figure 3D). The more substantial effect of BTLA signaling compared to PD-1 signaling was also reflected in the higher inhibition of NF-κB reporter gene expression and the much higher number of differentially expressed genes at all time points analyzed. 

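Set directly against PD-1, BTLA left lower levels of HCAR1, COL6A3 and ZBTB16 and higher levels of NOTCH3 and DNTT. At 20 h HCAR1 was at 10.2 ± 0.698 CPM with TCR+BTLA and 23.2 ± 0.299 with TCR+PD-1 (n = 3), COL6A3 at 39.9 ± 1.87 and 90.3 ± 3.61, and NOTCH3 (ENSG00000074181, chromosome 19, 15159038 to 15200995, hg38), a Notch receptor, at 188 ± 5.48 and 119 ± 2.57. At 48 h ZBTB16, a zinc finger transcription factor, was at 14.2 ± 1.48 CPM with TCR+BTLA, and DNTT (ENSG00000107447, chromosome 10, 96304409 to 96338564, hg38), the terminal transferase of V(D)J recombination, at 72.6 ± 0.911 against 38.4 ± 2.80 with TCR+PD-1. The log2 differences between the receptors are -1.18 (SE 0.116), -1.18 (SE 0.0910) and 0.66 (SE 0.0550) at 20 h and -1.35 (SE 0.115) and 0.92 (SE 0.0750) at 48 h, with adjusted p = 8.0e-10, 2.1e-12, 1.1e-11, 2.8e-11 and 1.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In this comparison 1 gene was higher and 11 lower with BTLA at 4 h, 61 and 159 at 20 h, and 55 and 110 at 48 h. At 4 h the gene higher is TNFRSF14 and 1 of those lower is CD274, which leaves 0 and 10 without the construct genes. Without 1 library the 55 become 33 (without TCR+BTLA 48 h replicate 1) at the lowest and 59 (without TCR+PD-1 48 h replicate 3) at the highest. DESeq2 over the compared groups calls fewer genes than the 61, the 55 and the 110.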

This aligns with previous results from our laboratory that indicated a stronger inhibitory capacity of BTLA.^10^^,^^31^^,^^32^

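GPR183, TRAF1, GZMB and GLDC, all raised by TCR stimulation, were lower with receptor ligands. GPR183 at 48 h was at 8.41 ± 1.56 CPM with TCR+PD-1 and 3.99 ± 0.631 with TCR+BTLA (n = 3), against 18.9 ± 1.16 with TCR. GZMB (ENSG00000100453, chromosome 14, 24630954 to 24634267, hg38), a cytotoxic protease, was at 5.33 ± 0.954 CPM with TCR at 20 h, 1.68 ± 0.507 with TCR+PD-1 and 1.55 ± 0.434 with TCR+BTLA. Their log2 fold changes are -1.16 (SE 0.168) with PD-1 and -2.25 (SE 0.181) with BTLA at 48 h for GPR183, and -1.66 (SE 0.267) and -1.77 (SE 0.270) at 20 h for GZMB, with adjusted p = 4.3e-06, 1.4e-12, 1.1e-04 and 4.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With BTLA, TRAF1 changed by log2 -1.28 (SE 0.0990) at 20 h and GLDC by -2.37 (SE 0.101) at 48 h. Of the TCR-induced genes called with PD-1, all 5 fell at 4 h, and 30 fell and 2 rose at 20 h and 71 fell and 1 rose at 48 h. With BTLA, 26 fell and 1 rose, 227 fell and 1 rose, and 265 fell and 3 rose. The gene that rose with BTLA at 4 and 20 h and with PD-1 at 48 h is CD14, which the stimulator constructs carry. The 2 with PD-1 at 20 h are CD14 and KRT1, and the 3 with BTLA at 48 h are BHLHE40, LOC101927793 and SNORD5.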

Heatmaps representing genes differentially regulated by PD-1 and BTLA showed that PD-1 and BTLA engagement downregulates genes upregulated by TCR-complex signals. Conversely, most genes suppressed by TCR-complex signals were less downregulated when PD-1 and BTLA were engaged (Figure 4A). These data indicate that PD-1 and BTLA signals attenuate transcriptomic changes mediated by TCR-complex signaling. 

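Among genes that TCR stimulation lowers, JUN, RASGRP1 and SPNS3 rose with BTLA or PD-1. RASGRP1, an activator of Ras, was at 185 ± 4.09 CPM in unstimulated cells, 79.0 ± 5.81 with TCR at 20 h and 119.6 ± 1.8 with TCR+BTLA (n = 3). Its log2 fold change with BTLA at 20 h is 0.60 (SE 0.0440), with adjusted p = 1.5e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JUN rose at 48 h with BTLA (1.22 (SE 0.139)) and SPNS3 with PD-1 (1.02 (SE 0.0750)). JUN was at 18.6 ± 1.62 CPM with TCR at 48 h and 43.2 ± 15.3 with TCR+BTLA, where the libraries differ widely. Of the TCR-reduced genes called with PD-1, 8 rose and 1 fell at 20 h and 65 rose and 3 fell at 48 h, and with BTLA 102 rose and 16 fell and 180 rose and 10 fell. The percentages against the TCR direction are 88.9% and 95.6% with PD-1, and 86.4% and 94.7% with BTLA. The value for PD-1 at 20 h rests on 9 genes, and is 50.0% with DESeq2 over the compared groups and 62.5% (without TCR 20 h replicate 2) to 100% (without TCR+PD-1 20 h replicate 3) when 1 library is left out.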

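The reference for the TCR response is reporter cells alone at 0 h, so time in culture and contact with mouse cells may be part of it. Leaving out the construct genes, 3267, 5014 and 2382 genes differed between TCR-stimulated and unstimulated cells at 4, 20 and 48 h. Over these genes, the response that remained with PD-1 was 92.9 ± 1.15%, 91.0 ± 0.288% and 74.4 ± 1.19% of the TCR response (mean ± SD of 3 libraries). With BTLA it was 88.8 ± 0.882%, 82.4 ± 0.841% and 59.6 ± 0.986%. For induced genes alone the values are 92.4 ± 1.07%, 87.0 ± 0.836% and 75.1 ± 1.27% with PD-1 and 86.4 ± 1.61%, 71.6 ± 0.232% and 52.8 ± 2.81% with BTLA, and for reduced genes 93.8 ± 1.38%, 93.3 ± 0.755% and 73.7 ± 1.62% and 93.1 ± 1.55%, 88.7 ± 1.44% and 66.5 ± 1.84%. At 48 h CD40LG, a TCR-induced gene, was at 22.2 ± 1.99 CPM with TCR+PD-1 and 8.27 ± 0.0737 with TCR+BTLA. Its log2 fold changes against TCR are -1.15 (SE 0.0960) and -2.58 (SE 0.106), with adjusted p = 1.4e-11 and 4.8e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the fitted fold changes, 92.1%, 85.4% and 69.8% of the TCR response remains with PD-1 and 87.1%, 78.8% and 56.7% with BTLA. Because the genes are chosen on the same TCR libraries, a value under 100% arises without any effect. From fitted fold changes, libraries simulated without an effect give 93.55%, 95.46% and 91.06% for PD-1 and 93.44%, 95.43% and 91.13% for BTLA. These sets call more genes with TCR than the real libraries do, such as 1970 to 2044 against 1715 up at 4 h. At 4 h the simulated values for PD-1 run from 92.56% to 94.39%, and the fitted value, 92.1%, lies below them. Leaving out 1 library moves it from 86.8% (without TCR 4 h replicate 2) to 92.63% (without unstimulated replicate 1), which lies within them. The mean over libraries comes from log2 CPM, a measure that this range does not cover. Of the genes that TCR changed, 58.19%, 64.54% and 79.01% moved against the TCR direction with PD-1 (58.69%, 56.15% and 60.28% simulated) and 62.84%, 66.67% and 81.57% with BTLA (58.56%, 56.34% and 60.63% simulated). The paper reasons from both directions together: genes raised by TCR are lower with the ligands, and most genes lowered by TCR are lowered less. It reads this as a sign that PD-1 and BTLA attenuate the transcriptomic response to TCR-complex signals.

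**Figure D3:**
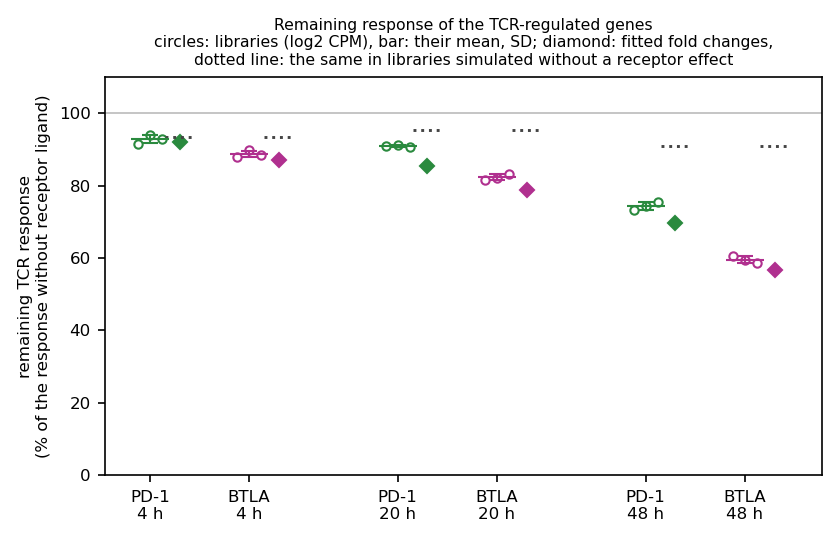
Remaining TCR response in percent by receptor and time; circles are libraries (n = 3) from log2 CPM with mean and SD, diamonds the value from fitted fold changes, and dotted lines the same value in libraries simulated without a receptor effect. At 20 and 48 h the diamonds lie under the dotted lines, further for BTLA than for PD-1.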

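NR4A1 and HSPA5 are examples of a larger and a smaller PD-1 effect at 20 h beside the TCR effect. COL6A3, with a larger TCR effect at 20 h than either, was at 94.65 ± 12.1 CPM with TCR and 90.35 ± 3.61 with TCR+PD-1. The order of sizes therefore does not hold for every gene. NR4A1 (ENSG00000123358, chromosome 12, 52022832 to 52059507, hg38), an orphan nuclear receptor induced by TCR signals, changed by log2 3.43 (SE 0.0640) with TCR at 20 h and by -0.81 (SE 0.0580) with PD-1, while HSPA5 changed by 2.59 (SE 0.0420) and -0.16 (SE 0.0400). For NR4A1 with PD-1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 5.9e-13. Genes called with TCR and with either receptor number 26, 349 and 487 at 4, 20 and 48 h, leaving out the construct genes. Over them, the Spearman correlation between the TCR statistic and the PD-1 statistic is -0.20, -0.77 and -0.87. Both statistics carry a sign, so the correlation reflects direction as well as size. Between the TCR and BTLA statistics it is -0.80, -0.92 and -0.95. Over all genes called with TCR, whether or not a receptor changed them, it is -0.163, -0.375 and -0.670 for PD-1 and -0.281, -0.420 and -0.754 for BTLA. The TCR libraries enter both statistics of a pair; sets simulated without a receptor effect have mean correlations over the 26, 349 and 487 genes of 0.0235, -0.056 and -0.0508 for PD-1 and 0.0195, -0.0724 and -0.0567 for BTLA, and these sets do not repeat the choice of the genes. For PD-1 at 4 h the simulated values run from -0.290 to 0.368, so that -0.20 lies within them, and without TCR 4 h replicate 2 it is -0.0200.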

Further correlation analysis showed that genes strongly upregulated upon TCR-complex stimulation and differentially expressed in either PD-1 or BTLA-stimulated samples were attenuated stronger by both PD-1 and BTLA. Likewise, genes strongly downregulated upon TCR-complex stimulation were preferentially higher expressed in the presence of PD-1 and BTLA signals than in control-stimulated samples (Figure 4B). These results indicate that genes strongly regulated by TCR-complex signals also tended to be subject to substantial regulation by PD-1 and BTLA signals. 

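NOTCH3 and ADGRG1, which TCR lowered, and CD28, which it raised, are examples at 48 h. TCR lowered NOTCH3 from 277 ± 1.68 CPM to 151 ± 9.01 at 48 h (n = 3), and with TCR+BTLA it was at 289.6 ± 13.6, log2 0.94 (SE 0.0540) above TCR. ADGRG1 went from 52.9 ± 2.63 CPM in unstimulated cells to a level that is lower by a log2 fold change of -1.62 (SE 0.0780). CD28, which TCR raised by 1.26 (SE 0.0390), was at 217 ± 3.70 CPM with TCR+BTLA, a log2 fold change of -0.83 (SE 0.0390) against TCR. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 1.0e-16 for NOTCH3 and 1.6e-19 for CD28 with BTLA at 48 h. The genes behind the correlations were chosen by the same libraries that give both statistics, so they describe the called genes and not all genes.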

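EGR3, FOS and CD69 fell with BTLA at 4 h and stayed lower at 20 and 48 h. EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693480, hg38), an early response transcription factor, was at 50.7 ± 1.79, 61.6 ± 2.53 and 8.56 ± 0.370 CPM with TCR at 4, 20 and 48 h (n = 3), and at 33.5 ± 1.37, 34.6 ± 0.635 and 4.34 ± 0.809 with TCR+PD-1 and 14.2 ± 0.839, 17.5 ± 1.4 and 2.46 ± 0.743 with TCR+BTLA. Its log2 fold changes are -0.59 (SE 0.0980), -0.83 (SE 0.0990) and -0.99 (SE 0.146) with PD-1 and -1.83 (SE 0.104), -1.81 (SE 0.105) and -1.79 (SE 0.159) with BTLA, with adjusted p = 0.00144, 5.3e-07, 5.8e-06, 8.2e-16, 1.4e-16 and 1.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230, hg38), an AP-1 subunit, changed by -1.21 (SE 0.131) with BTLA at 4 h, -1.63 (SE 0.140) at 20 h and -1.09 (SE 0.148) at 48 h. CD69 was at 13.4 ± 0.162 CPM with TCR+BTLA at 4 h, log2 -0.95 (SE 0.0880) against TCR, and did not pass with PD-1 at that time (-0.34, adjusted p = 0.216 from the same test).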

Even at the 4h time point, where transcriptional changes were still limited, T cell activation-related genes were already downregulated and further downregulated at the later time points. Consequently, genes prominently induced upon T cell activation, such as DUSP2, EGR1, NR4A3, and NR4A1, were also preferentially inhibited upon engagement of BTLA or PD-1 (Figure 4B). 

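DUSP2, EGR1, NR4A3 and NR4A1 were all lower with BTLA at all 3 times, while with PD-1 only NR4A3 passed at all 3. NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891, hg38), an orphan nuclear receptor, was at 21.8 ± 1.33, 204 ± 10.8 and 24.0 ± 1.78 CPM with TCR at 4, 20 and 48 h (n = 3), 12.9 ± 1.3, 102 ± 2.99 and 11.8 ± 2.07 with TCR+PD-1 and 8.51 ± 1.64, 56.2 ± 1.53 and 11.6 ± 1.81 with TCR+BTLA. Log2 fold changes with BTLA at 4, 20 and 48 h are -0.75 (SE 0.0490), -1.32 (SE 0.0490) and -1.15 (SE 0.0530) for DUSP2, -0.91 (SE 0.0560), -1.48 (SE 0.0560) and -1.21 (SE 0.0580) for EGR1, and -1.36 (SE 0.104), -1.86 (SE 0.0860) and -1.04 (SE 0.107) for NR4A3; for NR4A1 at 4 h it is -1.03 (SE 0.0600). The largest adjusted p among these with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment is 7.7e-10, for NR4A3 at 48 h. With PD-1, NR4A3 changed by -0.76 (SE 0.0980), -0.99 (SE 0.0830) and -1.04 (SE 0.109), and DUSP2 by -0.72 (SE 0.0480) at 20 h and -0.92 (SE 0.0530) at 48 h. DUSP2 and EGR1 did not pass at 4 h with PD-1 (-0.08 and -0.05), and NR4A1 passed only at 20 h with it.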

Altogether, these results suggest that both PD-1 and BTLA stimulation attenuates the effect of TCR stimulation on gene expression. 

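At 48 h HSPA5 moved the same way with both receptors, as most called genes did, while KRT1 differed between them. HSPA5 fell with both, by log2 fold changes of -0.69 (SE 0.0420) with PD-1 and -0.61 (SE 0.0410) with BTLA (adjusted p = 1.4e-15 and 1.3e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KRT1 (ENSG00000167768, chromosome 12, 52674736 to 52680407, hg38), a keratin, stood at 51.2 ± 4.17 CPM with TCR+PD-1 and 29.2 ± 1.21 with TCR+BTLA (n = 3), a log2 difference between the receptors of -0.81 (SE 0.0730). Called with either receptor are 26 genes at 4 h, 477 at 20 h and 691 at 48 h, leaving out the construct genes. Of them 26, 433 and 653 have the same sign with both, and 0 are called in opposite directions. The change is larger with BTLA for 24, 460 and 593 of them, most of which were chosen by a call with BTLA. Tested directly between the receptors, 10, 153 and 134 of the genes called with either differ, and of those 10, 151 and 126 have the larger change with BTLA. Over all genes called with TCR but the construct genes, 66.9, 71.3 and 81.4% have the same sign with both. Sets simulated without a receptor effect give 67.2, 66.2 and 67.7%, so there is no excess at 4 h. The larger change is with BTLA for 53.96, 66.45 and 67.9% of these genes. Genes called with PD-1 and not with BTLA number 1, 10 and 56, with the construct genes counted.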

The strong overlap between genes that were regulated indicated that their effect is quantitative rather than qualitative, with BTLA showing a more substantial effect than PD-1.

**Figure 4:**
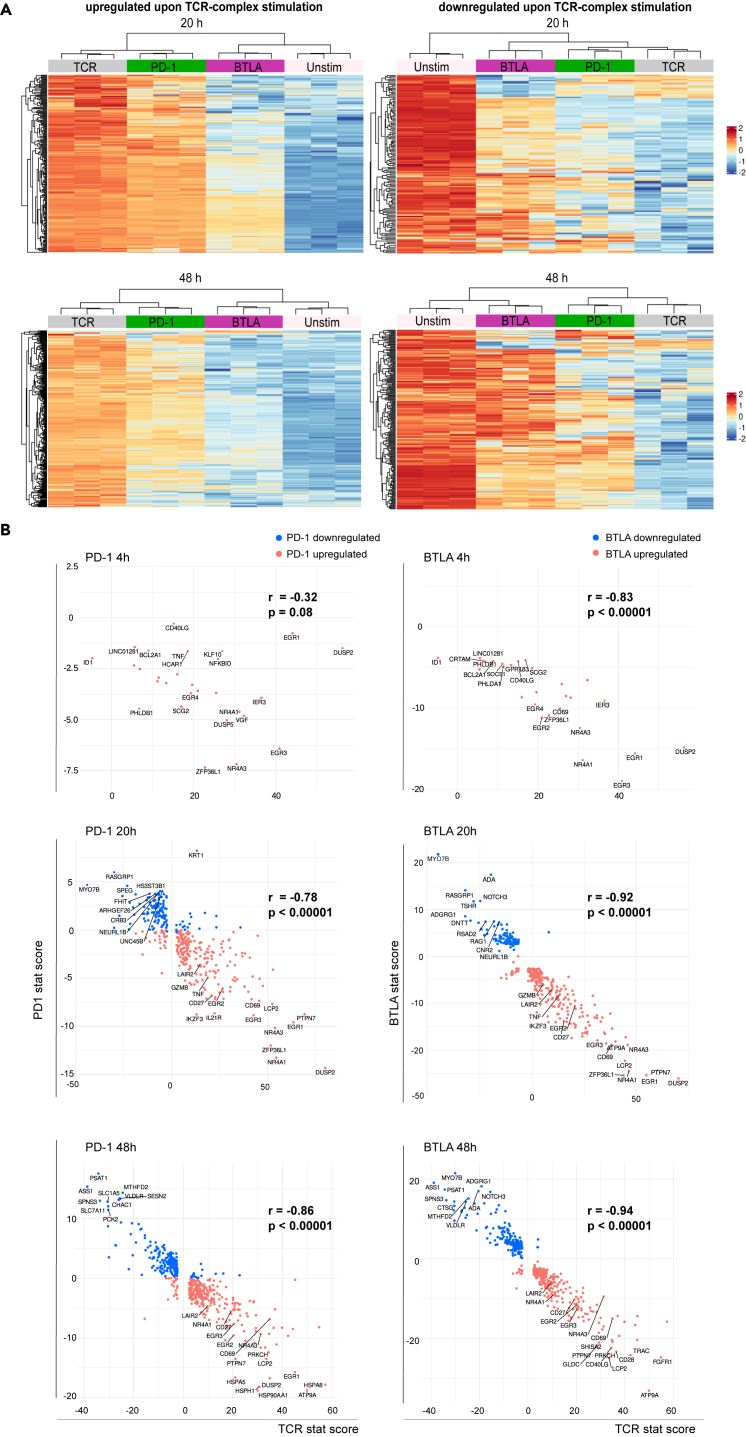
PD-1 and BTLA signals attenuate TCR-complex-mediated transcriptomic changes (A) Heatmaps of genes that are differentially expressed upon TCR-complex stimulation and significantly regulated by PD-1 or BTLA at 20 (upper panels) and 48 h (lower panels). (B) Correlation analysis of the stat scores from differential expression analysis between TCR-complex-stimulated samples against PD-1- and BTLA-regulated samples of upregulated and downregulated genes at 4, 20, and 48 h. Genes upregulated upon PD-1 or BTLA stimulation are shown in blue, whereas downregulated genes are shown in red. Spearman correlation and *p* values were indicated on the right side of each panel.

The most negatively enriched pathway in PD-1- and BTLA-stimulated samples was “TNFA signaling by NF-κB.” 

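Among NF-kB targets, LTB fell with both receptors at 20 h, and NFKBID and RELB fell with BTLA. LTB changed by log2 -0.66 (SE 0.0840) with PD-1 and -1.17 (SE 0.0860) with BTLA at 20 h, NFKBID by -1.09 (SE 0.0810) with BTLA at 20 h and RELB, a subunit of the noncanonical pathway, by -0.76 (SE 0.102) with BTLA at 48 h, while with PD-1 RELB stays under the fold-change threshold. NFKB1 did not pass with either receptor, with log2 changes at 48 h of -0.19 with PD-1 and -0.47 with BTLA. For LTB, NFKBID and RELB the largest adjusted p with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment is 1.7e-06, for LTB with PD-1. Of 38 measured NF-kB targets, 0, 3 and 1 fell with PD-1 at 4, 20 and 48 h and 3, 12 and 6 with BTLA; adjusted over the list alone the counts are 0, 3 and 2 and 6, 14 and 6, and 1 gene, TNFAIP2, rose with BTLA at 48 h. Normalized enrichment scores are -2.54, -2.33 and -1.89 with PD-1 and -2.63, -2.49 and -1.92 with BTLA, at fgsea adjusted p = 1.0e-07, 2.5e-06 and 0.00173 and 6.3e-08, 9.1e-08 and 0.00145. With an estimated correlation camera keeps the calls at 4 h (0.00431 and 2.4e-05) and 20 h (0.00216 and 1.9e-04), and those at 48 h are lost, at adjusted p = 0.105 with an estimated correlation for PD-1 and adjusted p = 0.0815 with an estimated correlation for BTLA. Immediate early transcription factors have scores of -2.46, -2.65 and -2.13 with PD-1 and -2.91, -2.48 and -2.02 with BTLA, with 2, 6 and 5 and 10, 13 and 10 of 30 down and 2 and 3 up at 48 h. Their fgsea adjusted p is 8.2e-07, 9.8e-10 and 6.4e-05 with PD-1 and 3.6e-13, 8.6e-08 and 3.5e-04 with BTLA, and the calls are lost at 4 h with PD-1 (adjusted p = 0.0788 with an estimated correlation) and at 48 h with BTLA (adjusted p = 0.0671 with an estimated correlation). These lists are not the Hallmark sets, and whether a list ranks first depends on which lists are tested.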

TCR signaling strongly induced this pathway, confirming that these co-inhibitory receptors counteract the transcriptomic changes mediated by TCR-complex signaling. In addition, gene set enrichment analysis showed that other pathways induced during T cell activation, such as “Myc targets,” “Interferon γ response,” “complement,” “allograft rejection,” and “inflammatory responses,” were suppressed by BTLA and PD-1 signals (Figure S2A). 

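HSPE1, PPAN and MX2 are members of the activation lists that fell with PD-1 or BTLA. HSPE1, a mitochondrial co-chaperonin counted with the MYC targets, changed by log2 -0.65 (SE 0.0840) with PD-1 at 48 h, and PPAN, a ribosome assembly factor, by -0.64 (SE 0.0790) with BTLA at 20 h and -0.82 (SE 0.0920) at 48 h. MX2, an interferon-induced GTPase, changed by -1.03 (SE 0.145) and -0.82 (SE 0.142) with BTLA at 20 and 48 h. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 3.7e-07 for HSPE1, 6.0e-09 for PPAN at 48 h and 9.5e-07 for MX2 at 20 h. MYC targets and ribosome biogenesis genes were lower at 48 h with PD-1 (normalized enrichment score -3.0, median -0.18, fgsea adjusted p = 1.0e-18, camera 0.0101 with an estimated correlation) and with BTLA (-2.39, 2.4e-07; lost at adjusted p = 0.0671 with an estimated correlation). At 4 h they were lower with PD-1 (1.8e-04, lost at adjusted p = 0.486 with an estimated correlation) and did not pass with BTLA (0.0604); at 20 h they did not pass with PD-1 (0.0895) and were higher with BTLA (5.1e-04, lost at adjusted p = 0.312 with an estimated correlation). The interferon list does not pass with PD-1 at any time (fgsea 0.294, 0.338 and 0.876), and with BTLA it has 0.922, 0.0322 and 0.00679, with 2 genes up and 5 down at 20 h, 4 down at 48 h, and a median of 0.06 at 20 h whose sign is opposite to the score of -1.54; camera gives adjusted p = 0.776 with an estimated correlation at 20 h and 0.0476 at 48 h. Effector cytokines and cytotoxic molecules fell with PD-1 at 4 and 20 h (fgsea 0.0194 and 0.00453, camera 0.0398 and 0.00674 with an estimated correlation; 0.36 at 48 h) and with BTLA at all times (4.0e-07, 1.7e-05 and 0.0034; kept at 4 and 20 h with 8.5e-05 and 4.9e-05, lost at 48 h at adjusted p = 0.0667 with an estimated correlation), with 1, 9 and 3 of 23 genes down with BTLA. Activation and costimulatory surface molecules fell with both (0, 6 and 8 genes with PD-1, 1, 8 and 9 adjusted over the list alone; 3, 15 and 15 with BTLA), with fgsea adjusted p = 2.5e-04, 1.7e-06 and 1.5e-05 and 1.1e-05, 2.6e-07 and 5.7e-07 and camera at most 0.0398 with an estimated correlation. Complement, allograft rejection and inflammatory response sets were not tested under these names.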

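The E2F list (64 measured genes) and the G2M list (70) moved with PD-1 and BTLA by small shifts of many members, none of which passed on its own. PCNA, the replication clamp, changed by log2 0.05 with PD-1 and 0.25 with BTLA at 20 h and by 0.13 and 0.16 at 48 h. CCNB1 changed by 0.00 and -0.01 at 20 h and by -0.56 and -0.50 at 48 h. These 2 genes were chosen after their values were seen. E2F targets and replication genes were higher at 20 h with PD-1 (fgsea adjusted p = 0.00159, lost at adjusted p = 0.257 with an estimated correlation) and with BTLA (9.1e-08, camera 0.00975 with an estimated correlation), and also at 48 h (5.1e-08 and 1.8e-06, camera 0.0175 and 0.036 with an estimated correlation), with medians of 0.10 and 0.13 at 48 h. G2M and mitosis genes were higher at 20 h (9.6e-04 with PD-1 and 1.0e-05 with BTLA, camera 0.0182 and 0.016 with an estimated correlation) and lower at 48 h (2.7e-18 and 3.0e-05; kept with PD-1 at 5.7e-04, lost with BTLA at adjusted p = 0.0671 with an estimated correlation). At 4 h neither list passed with PD-1 (0.149 and 0.0943) or with BTLA (0.903 and 0.272).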

Interestingly, the “G2M checkpoint” and “E2F targets” were positively enriched at the 20 h time point but not at 48 h, suggesting PD-1 and BTLA repress cell proliferation-related functions at a later time point. 

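BCL2A1, BIRC3 and TNFSF10 are apoptosis genes that fell with BTLA. At 20 h the log2 fold changes are -1.81 (SE 0.253) for BCL2A1, a protective BCL2 family member, -0.77 (SE 0.0710) for BIRC3, an inhibitor of apoptosis, and -0.70 (SE 0.104) for TNFSF10, the death ligand TRAIL. BBC3, a pro-apoptotic BH3 protein, rose with PD-1 at 48 h (0.79 (SE 0.163)). EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 7.9e-07, 5.0e-11, 2.4e-06 and 9.9e-04 in this order. Of 41 measured apoptosis regulators, 1, 3 and 3 fell with BTLA at 4, 20 and 48 h (2, 5 and 3 adjusted over the list alone), and with PD-1 the called member is BBC3. For the list fgsea gives adjusted p = 0.00256, 5.1e-04 and 0.0332 with BTLA, kept at 20 h (0.016) and lost at 4 h (adjusted p = 0.3 with an estimated correlation) and 48 h (adjusted p = 0.155 with an estimated correlation). With PD-1 it gives 0.152, 0.018 and 0.657, of which the 20 h call is lost at adjusted p = 0.189 with an estimated correlation.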

“Apoptosis” was also negatively enriched in PD-1- and BTLA-stimulated samples (Figure S2A).

Kinases identified with KEA of genes significantly upregulated upon TCR-complex stimulation and of genes significantly downregulated by PD-1/BTLA inhibition showed that early-to-mid-TCR-signaling-related kinases, i.e., LCK, ZAP70, ITK, SYK, and MAPK1, were among the highest-ranked kinases regulated at 48 h (Figure S2B).^53^ At 48 h, a moderate correlation was observed between the kinase rank of TCR-complex stimulation and PD-1/BTLA inhibition, further substantiating the delayed inhibitory effect of PD-1 and BTLA on TCR signaling.

In total, 15 genes were significantly downregulated upon engagement of PD-1 and BTLA at the 20 and 48 h time points (Figures S3A and S3B). 

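In the present fit 15 genes also fell with both receptors at both 20 and 48 h, among them CD69, CRTAM, DUSP2, EGR2, EGR3, FOS, GNG4, IL21R, LAIR2, NR4A3, PHEX, RGS3, SCG2 and TRIB1. PHEX (ENSG00000102174, chromosome X, 22032325 to 22494713, hg38), a membrane metallopeptidase, was at 17.6 ± 0.918 CPM with TCR at 20 h and 9.39 ± 0.122 at 48 h (n = 3), with log2 fold changes of -1.06 (SE 0.137) and -1.81 (SE 0.160) with PD-1 and -2.50 (SE 0.151) and -2.23 (SE 0.165) with BTLA. CRTAM (ENSG00000109943, chromosome 11, 122838500 to 122872643, hg38), an adhesion receptor of activated T cells, changed by -1.84 (SE 0.295) and -1.36 (SE 0.416) with PD-1 and -2.53 (SE 0.308) and -3.67 (SE 0.557) with BTLA. CD69 changed by -0.64 (SE 0.0780) and -0.62 (SE 0.0840) with PD-1 and -1.69 (SE 0.0820) and -1.40 (SE 0.0880) with BTLA, and EGR2 by -0.94 (SE 0.134) and -1.64 (SE 0.162) and -1.68 (SE 0.141) and -2.0 (SE 0.166). Of these values the largest adjusted p with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment is 0.0317, for CRTAM with PD-1 at 48 h. At 48 h GNG4, a G protein subunit, changed by -1.13 (SE 0.188) and -2.15 (SE 0.207), RGS3, a regulator of G protein signaling, by -0.91 (SE 0.142) and -1.53 (SE 0.149), and TRIB1 by -0.84 (SE 0.149) and -1.29 (SE 0.153), with PD-1 and BTLA. In the sets simulated without a receptor effect 0 genes fell in all 4 comparisons, and 0 genes rose in all 4 in the real libraries.

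**Figure D4:**
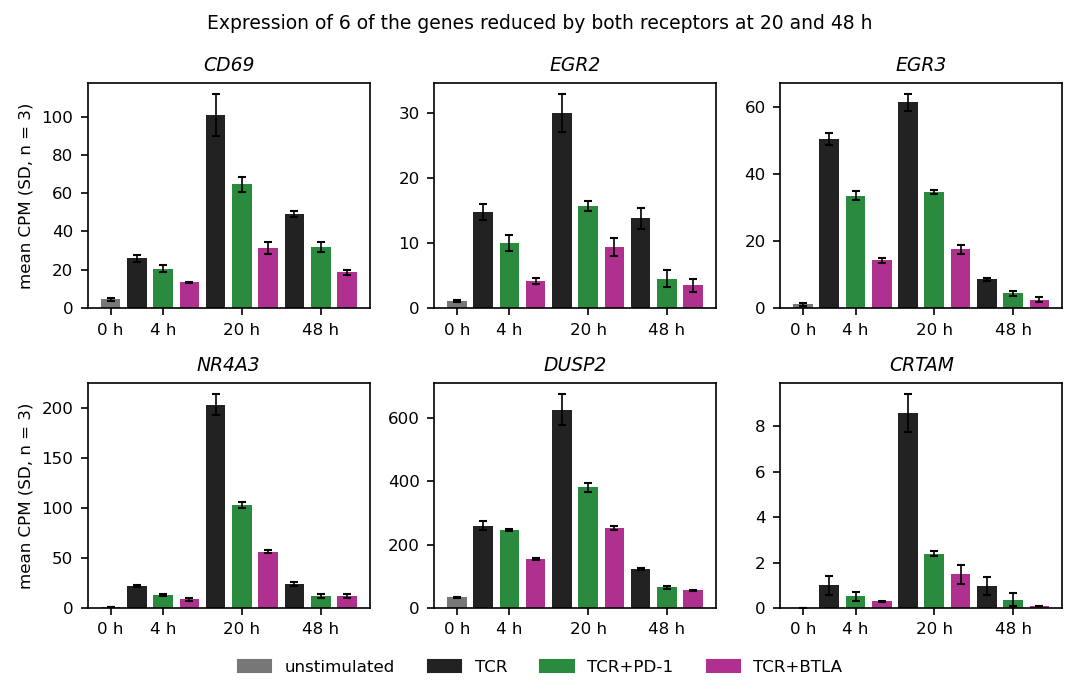
Mean CPM with SD (bars, n = 3 libraries per group) of CD69, EGR2, EGR3, NR4A3, DUSP2 and CRTAM in the 10 groups. At 20 and 48 h each gene is highest with TCR, lower with TCR+PD-1 and lower or level with TCR+BTLA.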

Importantly, all these genes were strongly induced in the reporter T cells upon activation, further corroborating that PD-1 and BTLA signals preferentially attenuate genes strongly induced by TCR-complex signaling. 

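With TCR stimulation at 20 h, LAIR2 and GNG4 rose more than other common genes such as PHEX and FOS. Log2 fold changes over unstimulated cells are 6.33 (SE 0.386) for LAIR2, 4.66 (SE 0.188) for GNG4, 3.76 (SE 0.156) for PHEX, 3.01 (SE 0.124) for RGS3, 3.01 (SE 0.124) for IL21R, 2.95 (SE 0.204) for SCG2 and 2.22 (SE 0.137) for FOS. CRTAM was at 0 ± 0 CPM in unstimulated cells and 8.59 ± 0.848 with TCR at 20 h (n = 3). The largest adjusted p of the named log2 changes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment is 8.6e-16 (SCG2). Since the 15 genes were selected on these same libraries, their induction is not independent evidence.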

The identified genes and further KEA of the gene sets highlighted that PD-1 and BTLA commonly attenuate early-to-mid-TCR-signaling-related genes and kinases (Figure S3C).

When analyzing the relationship between TCR signal strength required for the induction of a gene and its sensitivity to PD-1-mediated inhibition, Shimizu et al.^30^ observed that genes induced by weak TCR signaling were resistant to PD-1 inhibition. In contrast, genes that required strong TCR signals were strongly inhibited. The authors proposed that effector molecules, such as cytokines requiring strong TCR signals, are more prone to PD-1 inhibition than genes mediating T cell differentiation and proliferation, such as transcription factors. We have not varied the TCR signaling strength in our study but observed that PD-1 and BTLA signaling strongly inhibited the expression of several transcription factors such as EGR1, EGR2, EGR3, NR4A1, and NR4A3 (Figure S4A). For instance, in our dataset, EGR1, described as refractory to PD-1 inhibition in the Shimizu study, was significantly downregulated by PD-1 and BTLA (Figure S4A).

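EGR2, EGR4, NR4A1 and NR4A2 show the range of this inhibition among the transcription factors. EGR2 with TCR+PD-1 was at 10.1 ± 1.24, 15.7 ± 0.767 and 4.48 ± 1.32 CPM at 4, 20 and 48 h (n = 3) and with TCR+BTLA at 4.17 ± 0.512, 9.39 ± 1.41 and 3.46 ± 1.02. NR4A1 was at 121 ± 2.88, 335 ± 24.0 and 49.7 ± 1.01 CPM with TCR, 98.9 ± 0.665, 192 ± 5.38 and 35.7 ± 4.99 with TCR+PD-1 and 59.1 ± 1.78, 118 ± 2.48 and 32.2 ± 1.26 with TCR+BTLA. At 4 h EGR2 passed with BTLA (log2 -1.82 (SE 0.15)) and not with PD-1 (-0.56), with adjusted p = 2.7e-11 and 0.202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. EGR4 passed with PD-1 at 20 h (-0.85 (SE 0.203), adjusted p = 0.0167 from the same test) and with BTLA at 20 h (-1.81 (SE 0.218)), and with neither at 48 h (-0.89 and -0.61). NR4A2, at 0.804 ± 0.175 CPM with TCR at 20 h, did not pass in any comparison of a receptor with TCR.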

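EGR1 with TCR+PD-1 was at 190 ± 6.36, 302 ± 4.98 and 108 ± 7.13 CPM at 4, 20 and 48 h, and with TCR+BTLA at 104 ± 4.93, 159 ± 6.50 and 88.8 ± 8.88 (n = 3). Against TCR, EGR1 changed with PD-1 by log2 -0.56 (SE 0.0540) at 20 h and -0.93 (SE 0.0570) at 48 h, with adjusted p = 4.6e-09 and 1.9e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; the 20 h change is below a fold change of 1.5, and at 4 h the adjusted p is 1.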

PD-1 is upregulated upon T cell exhaustion, and PD-1 signaling significantly contributes to the exhausted state of T cells chronically exposed to antigens. Quigley et al. reported that PD-1 upregulates a program of genes in exhausted CD8 T cells in humans and mice.^54^ Among these genes was the basic leucine transcription factor ATF-like (BATF). The authors found this gene was also upregulated in PD-1-stimulated Jurkat T cells and proposed that PD-1 inhibits T cell function by upregulating BATF. 

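BATF (ENSG00000156127, chromosome 14, 75522455 to 75546993, hg38), an AP-1 family transcription factor, was not changed by PD-1. It was at 10.5 ± 1.04 CPM in unstimulated cells, at 8.58 ± 1.76, 9.41 ± 1.14 and 8.12 ± 1.49 with TCR at 4, 20 and 48 h, and at 7.86 ± 0.749, 8.93 ± 1.05 and 7.32 ± 0.689 with TCR+PD-1 (n = 3). Its log2 fold changes with PD-1 are -0.13 (SE 0.138), -0.08 (SE 0.140) and -0.14 (SE 0.15), with adjusted p = 1, 0.91 and 0.642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Apart from the construct genes, KRT1 is the 1 gene that at 20 h rose with PD-1 above TCR and also stood above unstimulated cells. It was at 43.0 ± 4.63 CPM against 28.0 ± 1.46 with TCR and 13.6 ± 0.597 in unstimulated cells, log2 0.62 (SE 0.0710) over TCR. At 48 h 7 such genes were found (ASNS, B3GAT1, C2CD4C, CTBP2P7, IGFALS, TC2N and ZNF114) and at 4 h 0, leaving out the construct genes. Without 1 library the number at 20 h goes from 0 (without TCR+PD-1 20 h replicate 2) to 2, and that at 48 h from 3 (without TCR 48 h replicate 3) to 11 (without TCR+BTLA 20 h replicate 1). Again without the construct genes, genes that rose with PD-1 and had not been lowered by TCR number 0, 3 and 14 at 4, 20 and 48 h. The 3 at 20 h are KRT1, LRRC18 and STOX2, and without 1 library the last 2 numbers go from 1 to 4 and from 9 to 19. In the comparison of PD-1 with TCR at 48 h the human ASNS count is under 2% of that of the mouse gene with the same symbol, so stray mouse reads could make up its rise.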

Our study did not observe an active upregulation of genes upon PD-1 signaling, and PD-1 signaling failed to increase BATF expression in our Jurkat reporter T cell line (Figure S4B).

We also used cDNA obtained at 4, 20, and 48 h in qPCR experiments to validate the RNA-seq data for genes that were prominently regulated by BTLA and PD-1 signals. Our results showed that their expression peaked at 20 h corroborating that TCR/CD3-mediated changes of gene expression were most pronounced at this time point. Moreover, we observed that BTLA and PD-1 reduced the expression of these genes at each time point indicating that for strongly regulated genes the effects of inhibitory signals could already be detected at early time points (Figure S4C).

Apart from the inhibitory ITIM and ITSM motifs, the cytoplasmic domain of BTLA contains a membrane-proximal Grb-2 binding motif, which has been implicated in transmitting positive signals.^23^ Engagement of this motif could further upregulate TCR-induced genes or induce a distinct expression signature. Genome-wide transcriptional analysis revealed a co-stimulatory gene expression signature of murine CD4 T cells cultured with CD3 and BTLA antibodies immobilized on beads.^55^ By contrast, our study did not detect genes that were actively upregulated upon BTLA engagement, indicating that BTLA did not emanate activating signals strong enough to induce a distinct transcriptional program in our model.

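Apart from the construct genes, CCDC180, P3H3, SMAD6, TMEM52 and TYMP rose with BTLA at 20 h above TCR and stood above unstimulated cells, 5 genes. At 48 h 22 did, among them BHLHE40 and ADM. CDK5RAP3, also among the 22, has human counts under 2% of those of the mouse gene, so stray mouse reads could make up its rise. Leaving out 1 library moves the count at 48 h from 5 (without TCR+BTLA 48 h replicate 1) to 43 (without TCR+BTLA 48 h replicate 2), and the 5 at 20 h to 2 (without TCR 20 h replicate 3) or 7 (without TCR 20 h replicate 1). P3H3, a prolyl hydroxylase, was at 20.2 ± 1.36 CPM in unstimulated cells, 18.9 ± 2.40 with TCR at 20 h and 31.3 ± 2.25 with TCR+BTLA, and TYMP, thymidine phosphorylase, at 2.45, 2.05 and 3.84. BHLHE40, a transcription factor of activated lymphocytes, was at 17.2 CPM in unstimulated cells, 26.7 with TCR at 48 h and 45.0 with TCR+BTLA. Their log2 fold changes over TCR are 0.72 (SE 0.0940), 0.91 (SE 0.256) and 0.75 (SE 0.136), and ADM, adrenomedullin, changed by 1.52 (SE 0.332) at 48 h; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gives adjusted p = 1.9e-07, 0.0104, 4.8e-05 and 6.5e-04. At 4 h 0 genes rose in this way when the construct genes are left out. Again without the construct genes, genes that rose with BTLA and had not been lowered by TCR number 0, 20 and 68 at 4, 20 and 48 h. Without the same libraries of TCR+BTLA at 48 h the 68 become 41 and 114. BHLHE40, SNORD5 and LOC101927793 were raised by TCR at 48 h and further by BTLA.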

Other immune checkpoints, like CTLA-4, TIGIT, and LAG3, also attenuate T cell activation and repress TCR signaling.^56^^,^^57^^,^^58^ CTLA-4 and TIGIT both act as a competitor to co-stimulatory receptors: CTLA-4 to CD80/CD86 that normally interact with CD28 and TIGIT to CD155/CD112 that normally interact with CD226 for T cell activation.^59^ Similar to PD-1 and BTLA, there was proof that CTLA-4 and TIGIT engagement could recruit SHP-2 even though further downstream implication is still unclear.^60^ Other immune checkpoint like LAG3 could be directly associated with TCR-CD3 complex which resulted in the dissociation of LCK from CD4 or CD8.^58^ While different immune checkpoints can have a different mechanism of actions, the following downstream events resulted in the attenuation/inhibition of T cell activation similar to what we observe on PD-1 and BTLA.

Altogether, our results do not indicate active gene regulation by PD-1 or BTLA signals. Instead, we observed an attenuation of TCR-complex-mediated transcriptional reprogramming of Jurkat T cells, which was more pronounced when BTLA was engaged although both receptors were expressed at similar levels on the reporter cells. 

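PDCD1 transcripts fell at 20 h and BTLA transcripts at 48 h with BTLA engaged. Both receptors were brought into the reporter cells with a retroviral vector, and the counts do not separate its transcripts from those of the genes at the positions given. PDCD1 (ENSG00000188389, chromosome 2, 241849884 to 241858894, hg38), which encodes PD-1, was at 1683 ± 114 CPM in unstimulated cells, 3424 ± 150.0, 3324 ± 258 and 2682 ± 70.0 with TCR at 4, 20 and 48 h (n = 3), 3356 ± 108, 2928 ± 101 and 2245 ± 195 with TCR+PD-1 and 3407 ± 229, 2192 ± 81.2 and 1973 ± 85.3 with TCR+BTLA. BTLA (ENSG00000186265, chromosome 3, 112463966 to 112499472, hg38) was at 76.9 ± 0.726 CPM in unstimulated cells, 115 ± 5.69, 105 ± 4.70 and 108 ± 3.10 with TCR, 110.1 ± 5.81, 93.5 ± 7.25 and 74.5 ± 3.6 with TCR+PD-1 and 109 ± 5.10, 75.1 ± 2.58 and 64.2 ± 3.78 with TCR+BTLA. With BTLA engaged, PDCD1 passed at 20 h (log2 -0.60 (SE 0.0530)) and the BTLA gene at 48 h (-0.75 (SE 0.0560)), with adjusted p = 2.0e-11 and 1.5e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; no other change of either gene against TCR reached a fold change of 1.5. Against unstimulated cells, 1769 genes were up and 1522 down in TCR+PD-1 cultures at 4 h, 1892 and 2876 at 20 h and 867 and 1110 at 48 h, and in TCR+BTLA cultures 1671 and 1477, 1789 and 2796, and 691 and 1124.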

Our results are consistent with a recruitment of SHP-1 and SHP-2, which counteract the activity of protein kinases induced by TCR-complex signaling. Celis-Gutierrez et al. have used a mass spectrometry (MS)-based approach to analyze the interaction of SHP-1 and SHP-2 with PD-1 and BTLA in primary murine CD4 T cells treated with pervanadate. They show that, while both receptors can recruit SHP-2 with similar capacity, BTLA was a better recruiter of SHP-1 and therefore afforded a better overall recruitment of inhibitory phosphatases.^61^ In accordance with these data, we observed quantitative rather than qualitative differences between these immune checkpoints, and our results show that BTLA is inducing a stronger attenuation of TCR-mediated transcriptomic changes than PD-1.

### Limitations of the study

A potential limitation of our study is that it relies on a human T cell line. We have chosen this reductionist model since it allows us to analyze the regulation of gene expression by BTLA and PD-1 in a well-controlled setting where both receptors are homogeneously expressed and exert strong inhibitory activity on T cell activation processes. We have also performed preliminary experiments where we used our T cell stimulator platform to stimulate primary human T cells in the presence of PD-1 and BTLA ligands. Engagement of both receptors inhibited T cells as shown by CD25 upregulation, and there was a tendency for stronger inhibition via BTLA (Figure S4D). We have recently shown that primary human T cells overexpressing PD-1 and BTLA were strongly inhibited in the presence of the ligands to these immune checkpoints.^62^ Human T cells engineered to co-express matched levels of PD-1 and BTLA might be useful to study and compare transcriptomic regulation mediated by PD-1 and BTLA signals in primary CD4 and CD8 T cells.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD4 #OKT4	Biolegend	Cat#317434; RRID: AB_2562134
CD8 #HIT8a	Biolegend	Cat#300922; RRID: AB_1575072
CD25 #M-A251	Biolegend	Cat#985802
mCD45.2-APC #104	Biolegend	Cat#109814; RRID: AB_389211
DyLight-649-labeled goat-anti-mouse IgG (H+L)	Jackson ImmunoResearch	Cat#115-475-003; RRID: AB_2338786
Aiolos /IKZF3 #14C4C97	Biolegend	Cat# 371006; RRID: AB_2616804
CD14 #63D3	Biolegend	367104; RRID: AB_2565888
CD27 #M-T271	Biolegend	356406; RRID: AB_2561825
CD69 #FN50	Biolegend	310906; RRID: AB_314841
PD-L1 #29E.2A3	Biolegend	329706; RRID: AB_940368
HVEM #122	Biolegend	318806; RRID: AB_2203703
BTLA #MIH-26	Biolegend	344506; RRID: AB_2065761
PD-1 # EH12.2H7	Biolegend	329906; RRID: AB_940483
Nur77 #12.14	ebioscience	12-5965-82; RRID: AB_1257209
NR4A3 #H7833	Biotechne	PP-H7833-00
LAIR2 #319701	Biotechne	MA5-24041
EGR-2# JG78-39	Invitrogen	MA5-34770; RRID: AB_2848678
EGR-3	Bioss	BS6448R
EGR-4	Invitrogen	PA5-116975; RRID: AB_2901605
goat-anti-mouse-IgGFcγ	Jackson ImmunoResearch	Cat#115-110-071; RRID: AB_2338626
goat-anti-rabbit- IgG (H+L)	Jackson ImmunoResearch	Cat#111-116-144; RRID: AB_2337985

**Critical commercial assays**		

RNeasy	Qiagen	Cat#: 74104
Miliplex Human CD8^+^ T-Cell Magnetic Bead Panel	Merck KGaA, Darmstadt, Germany	Cat#: HCD8MAG-15K
Quantum MESF Kit, Lot 15639	Bangs Laboratories	Cat#: 827

**Deposited data**		

Gene Expression Omnibus genomics data public repository with the Accession Number GSE239586.		Accession Number GSE239586

**Experimental models: Cell lines**		

Jurkat cell line (JE6.1)	in house stock	
BW5147	in house stock	
Jurkat-NFKB:eGFP monoreporter	Jutz et al.^31^	
T cell stimulator cells	Leitner et al.^34^	

**Oligonucleotides**		

GAPDH: GAPDH-L: CGACCACTTTGTCAAGCTCA GAPDH-R: AGGGGAGATTCAGTGTGGTG	This paper	N/A
CD40L hCD40L-L: AGCCAGTTTGAAGGCTTTGT hCD40L-R: TTCAGCCCACTGTAACACAGAT	This paper	N/A
EGR1 hEGR1-L: AGCAGCACCTTCAACCCTC hEGR1-R: CCAGCACCTTCTCGTTGTTC	This paper	N/A
EGR2 hEGR2-L: TCGGTGACCATCTTTCCCAA hEGR2-R: CCAGCACCTTCTCGTTGTTC	This paper	N/A
CD69 hCD69-L: AGTCCCCATTTCTCAACACG hCD69-R: GAGAATGTGTATTGGCCTGGA	This paper	N/A
NR4A1 hNR4A1-L: GCCTGGCGTACAGGTCTAAG hNR4A1-R: CAGTTTGCCCAACAGACGTG	This paper	N/A

**Recombinant DNA**		

pCJK2 retroviral expression vector	131-141. https://doi.org/10.1016/j.jim.2010.09.020.	N/A

**Software and algorithms**		

FlowJo software version 10.4.1	Tree Star	
Bangs Laboratories/ QuickCal v3.0	Bangs Laboratories	
Graphpad Prism software version 9	GraphPad Software, Inc	
Illumina platform NovaSeq 6000 S4		
STAR aligner version 2.4.2a	Dobin et al.^63^	
htseq-count script in the HTSeq package v0.6.1	Anders^64^	

**Chemicals, peptides, and recombinant proteins**		

iQSYBR Green Supermix	BioRad	
RevertAid H Minus RT	Thermo Scientifc	EP0451

### Resource availability

#### Lead contact

Further information and request for resources, reagents and source data should be directed to and will be fulfilled by the lead contact Peter Steinberger ().

#### Materials availability

Plasmids used for generation of the reporter lines are available from Addgene or by the lead contact upon request. All other Plasmids used in this study are provided by the lead contact upon request.

There are restrictions to the availability of the Jurkat-reporter and Stimulator cell lines due to a material transfer agreement (MTA).

#### Data and code availability

• Any additional information required to reanalyze the data reported in this study is available from lead contact upon request.
• No original code was generated in this study.
• RNA-Seq data have been deposited in the Gene Expression Omnibus genomics data public repository with the Accession Number GSE239586. The code to perform the analysis and generate the figures is publicly available at https://github.com/ZainulArifin1/Jurkat_Transcriptomics_Analysis.

### Experimental model and study participant details

#### Human peripheral blood samples

The study with peripheral blood mononuclear cells (PBMCs) was approved by the ethics committee of the Medical University of Vienna (ECS 1083/2016). Informed written consent was obtained from all individuals. Heparinized whole blood (leucocytes reduction chambers) of healthy donors was purchased from the general hospital in Vienna, Austria (AKH; blood transfusion department). PBMCs were isolated by standard density-gradient centrifugation using Lymphoprep solution (Technoclone, Austria).

#### Cell lines

Jurkat E6.1 and the mouse thymoma Bw5417 cell line (called BW here) were derived from in house stocks. The monoreporter cell line is a Jurkat E6.1 cell harboring an NFkB::eGFP reporter construct.^31^ T cell stimulator cells (called TCS here) are BW cells that can stimulate the TCR-complex of the Jurkat reporters via membrane-bound CD3 single-chain antibody fragments (clone OKT3) fused to a CD14 stem.^34^

### Method details

#### Cell culture, antibodies and flow cytometry

Jurkat E6.1 and the mouse thymoma Bw5417 cell line were cultured in RPMI1640 containing 10% FCS, 100 μg/mL streptomycin and 100 U/mL penicillin at 37°C and 5 % CO_2_. as described (33). Antibodies used in this study are summarised in the key resources table. BD Cytofix/Cytoperm (BD Biosciences, Franklin Lakes, NJ) was used following the manufacturers’ instructions for intracellular staining.

To quantify surface expression of PD-L1 and HVEM on the stimulator cells and PD-1 and BTLA on the reporter cells Quantum-RE-PE MESF kit (Bands Laboratories Inc.) was used according to the manufacturers’ instructions.

Flow cytometry analysis was performed using FACSCalibur™(BD Bioscience) or CytoflexS (Beckmann Coulter, CA, USA) flow cytometers. FlowJo software (v10.4.1. Tree Star, Ashland, OR) was used for flow cytometry data analysis. FACS data is shown as gMFI (geometric mean fluorescence intensity). In Figure 3D, gMFI was normalised to gMFI of unstimulated condition and flow cytometry data was expressed as fold induction.

#### Generation of T-cell stimulator and Jurkat reporter cell lines

Sequences encoding BTLA (Uniprot Q7Z6A9) and PD-1 (Uniprot Q15116) were cloned into the retroviral expression vector pCJK2 and co-expressed in a previously described Jurkat E6-1-NFkB::eGFP reporter cell line.^31^ pCJK2 expression vectors encoding PD-L1 (Uniprot Q9NZQ7) or HVEM (Uniprot Q92956) were expressed in T-cell stimulator cells (TCS) as described previously.^33^

#### Reporter assay

For a standard reporter assay Jurkat-NFkB::eGFP reporter cells co-expressing PD-1 and BTLA (5x10^4^ in 50 μl) were co-cultured with TCS-control, TCS-PD-L1 or TCS-HVEM (2x10^4^ in 50 μl) in a 96-well round bottom and incubated for 24h (reporter: TCS ratio 2.5:1).

Reporter gene induction is shown as gMFI (geometric mean fluorescence intensity). For some experiments, reporter gene induction in response to stimulation was normalised to unstimulated reporter cells as indicated and expressed as fold induction.

#### RNA isolation and real-time PCR

For RNA isolation Jurkat-NFkB::eGFP reporter cells co-expressing PD-1 and BTLA were left unstimulated or were incubated with TCS-control, TCS-HVEM or TCS-PD-L1 cells at a ratio 2.5:1 (0.2x10^6^ reporter + 0.08x10^6^ TCS in a 48-well). RNA was isolated from unstimulated cells (0 h) and at 4, 20 and 48 hours after stimulation using RNeasy according to the manufacturers’ instructions (Qiagen, Germany). In parallel, NFkB::eGFP reporter activity was analysed by flow cytometry after 20 and 48 hours as described previously.^31^

In addition cDNA was prepared of each time point. qPCR primers were designed with Primer Blast (see key resources table). For Real-time PCR iQ SYBR-Green SuperMix (Biorad) was used. RT-PCR analyses was performed on a CFX Opus 96 Real -Time PCR System from BioRad. For standardization of gene expression GAPDH was used. Target gene expression levels were normalized to the house-keeping gene and expressed as fold induction to unstimulated condition using the 2^-ΔΔCT^ method.

#### Luminex

Supernatants of reporter assays were harvested following 20 h of co-culture. Granzyme B and TNF-α were measured with the Luminex 100 system (Luminex Inc., Texas, USA) according to the manufacturers’ instructions.

#### RNA-seq library preparation

The purification of messenger RNA (mRNA) from total RNA was performed using poly-T oligo-attached magnetic beads. Following fragmentation, the first strand cDNA was synthesised using random hexamer primers and subsequently subjected to second-strand cDNA synthesis, followed by end repair, A-tailing, adapter ligation, size selection, amplification, and purification. Library quality was assessed using Qubit, quantitated by real-time PCR, and assessed for size distribution by bioanalyzer. The quantified libraries were pooled and sequenced on an Illumina platform NovaSeq 6000 S4 with paired-end 2 ×150 bp runs at a depth of 50 million paired reads per sample.

#### Reference genomes for read alignment

Two reference genomes were used: the Human Reference Genome (hg38), hereafter referred to as HRG; and the mouse reference genome (mm39). To distinguish the mouse chromosomes, they were renamed as “m.chr”. The human and mouse fasta files were concatenated and indexed using the appropriate tool provided by each aligner.

#### RNA-seq processing

RNA-seq processing involved the following steps (i) raw sequence reads were quality checked using fastqc v0.12.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and low-quality reads were trimmed using BBDuk (http://jgi.doe.gov/data-and-tools/bb-tools/); (ii) alignment to the Human-Mouse reference genomes was performed using STAR v2.4.2a;^63^ (iii) counting of reads aligned over exonic features for gene expression quantification was performed using the htseq-count script in the HTSeq package v0.6.1 in the ‘Union’ overlap resolution mode.^64^ The Gene Transfer Format (GTF) file used for counting was a merged Homo sapiens and Mus musculus GTF file, both obtained from GENCODE (https://www.gencodegenes.org/pages/faq.html), and modified to ensure chromosomal compatibility with the Human-Mouse reference genome; (iv) counts were assembled using featureCounts.^65^

#### Identification of differentially expressed genes

All downstream computational analyses were performed using R statistical software version 4.1.2.^66^ To identify differentially expressed genes (DEGs) upon TCR-complex stimulation, differential expression analysis was performed between TCR-complex stimulated samples (4, 20, and 48 hours) against unstimulated samples using DESeq2 v1.34.0.^67^ To find out the effect of PD-1 and BTLA inhibition, differential expression analysis was conducted with the following experimental design “TCR+PD-1 vs TCR” and “TCR+BTLA vs TCR” for all time points. Differentially expressed genes were denoted by an absolute fold-change of > 1.5 and adjusted p-value < 0.05.

#### Gene set enrichment analysis (GSEA)

The result of differential expression analysis, particularly the stat value for each gene, was used for gene set enrichment analysis using fgsea v1.25.1.^68^ The default fgsea parameters were used except the minSize parameter, which was set to 15. The hallmark gene set from the Human Molecular Signature Database (MSigDB) was used as a ref.^38^^,^^39^

#### Gene expression clustering analysis

MFuzz v2.54 was employed to cluster genes with similar expression patterns across time points for all stimulation conditions.^47^ For TCR-complex stimulated samples, DEGs (upregulated or downregulated) were obtained for all time points. The normalised counts for each gene were aggregated by the mean based on the time point. Next, the aggregated data was zero-mean normalised, followed by the optimum number of clusters determination. Finally, Mfuzz clustering and visualisation were performed. For PD-1 and BTLA-inhibited samples, following mean aggregation, the matrix from either PD-1 or BTLA-inhibited was subtracted with the aggregated TCR matrix to eliminate the effect of TCR-complex stimulation. The processing steps were the same as TCR-complex stimulated samples.

#### Gene sets functional enrichment

Following MFuzz clustering, gene sets from each MFuzz cluster for all conditions were subjected to functional enrichment using gProfiler2 v0.2.1.^69^ Reactome and KEGG pathway annotations were used for this analysis.^70^^,^^71^

#### Kinase enrichment analysis

Genes upregulated upon TCR-complex stimulation and concomitantly differentially expressed in either PD-1 or BTLA stimulation were subjected to kinase enrichment analysis with KEA3 (https://maayanlab.cloud/kea3/).^45^ The top 300 most significant genes were collected based on the adjusted p-value for differentially expressed at each time point at the aforementioned conditions. Then, genes were subjected to the over-representation analysis for kinase enrichment. The top high-confidence 10 kinases based on the mean-rank scoring were selected and visualised.

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism (Version 9, GraphPad Software, Inc., La Jolla, CA, USA). In Figure 3 statistics were calculated using Friedman test followed by Dunn’s multiple comparison test (compared to a control group) and mean +/- SD are shown. In Figure S4D One-way Anova followed by Dunnett’s multiple comparison (compared to control stimulation) was used. ns, not significant; ns > 0.05, ∗p ≤ 0.05; ∗∗p ≤ 0.01; ∗∗∗p ≤ 0.001; ∗∗∗∗p ≤ 0.0001.

# Supplementary material for: BTLA and PD-1 signals attenuate TCR-mediated transcriptomic changes
**Source:** iScience. 2024 Jun 12;27(7):110253. doi: 10.1016/j.isci.2024.110253
**Supplement:** Document S1. Figures S1–S4

## **Supplemental information**

### **BTLA and PD-1 signals attenuate**

### **TCR-mediated transcriptomic changes**

**Muhammad Zainul Arifin, Judith Leitner, Donagh Egan, Petra Waidhofer-Söllner, Walter Kolch, Vadim Zhernovkov, and Peter Steinberger**

## Supplemental Information

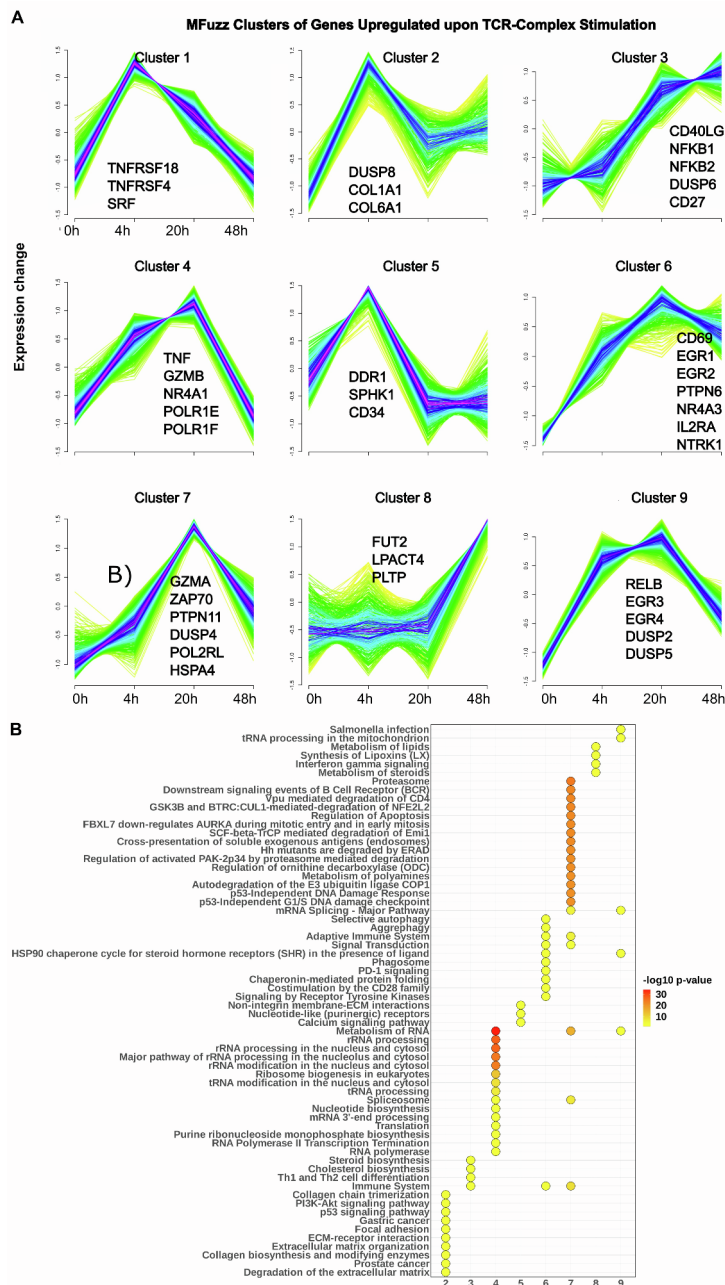

**Figure S1. MFuzz Clustering revealed different clusters exhibiting distinct signalling pathways upon TCR-complex stimulation, related to Figure 2.**

A.) Clustering of genes upregulated upon TCR-complex stimulation based on gene expression temporal pattern with MFuzz.

B.) Bubble plot of over-representation analysis results of MFuzz clusters with KEGG and REACTOME databases. The 15 most statistically significant pathways for each cluster were gathered, with a significance threshold of p-value < 0.05. Subsequently, each collected pathway was examined across all clusters, and significant pathways were plotted.

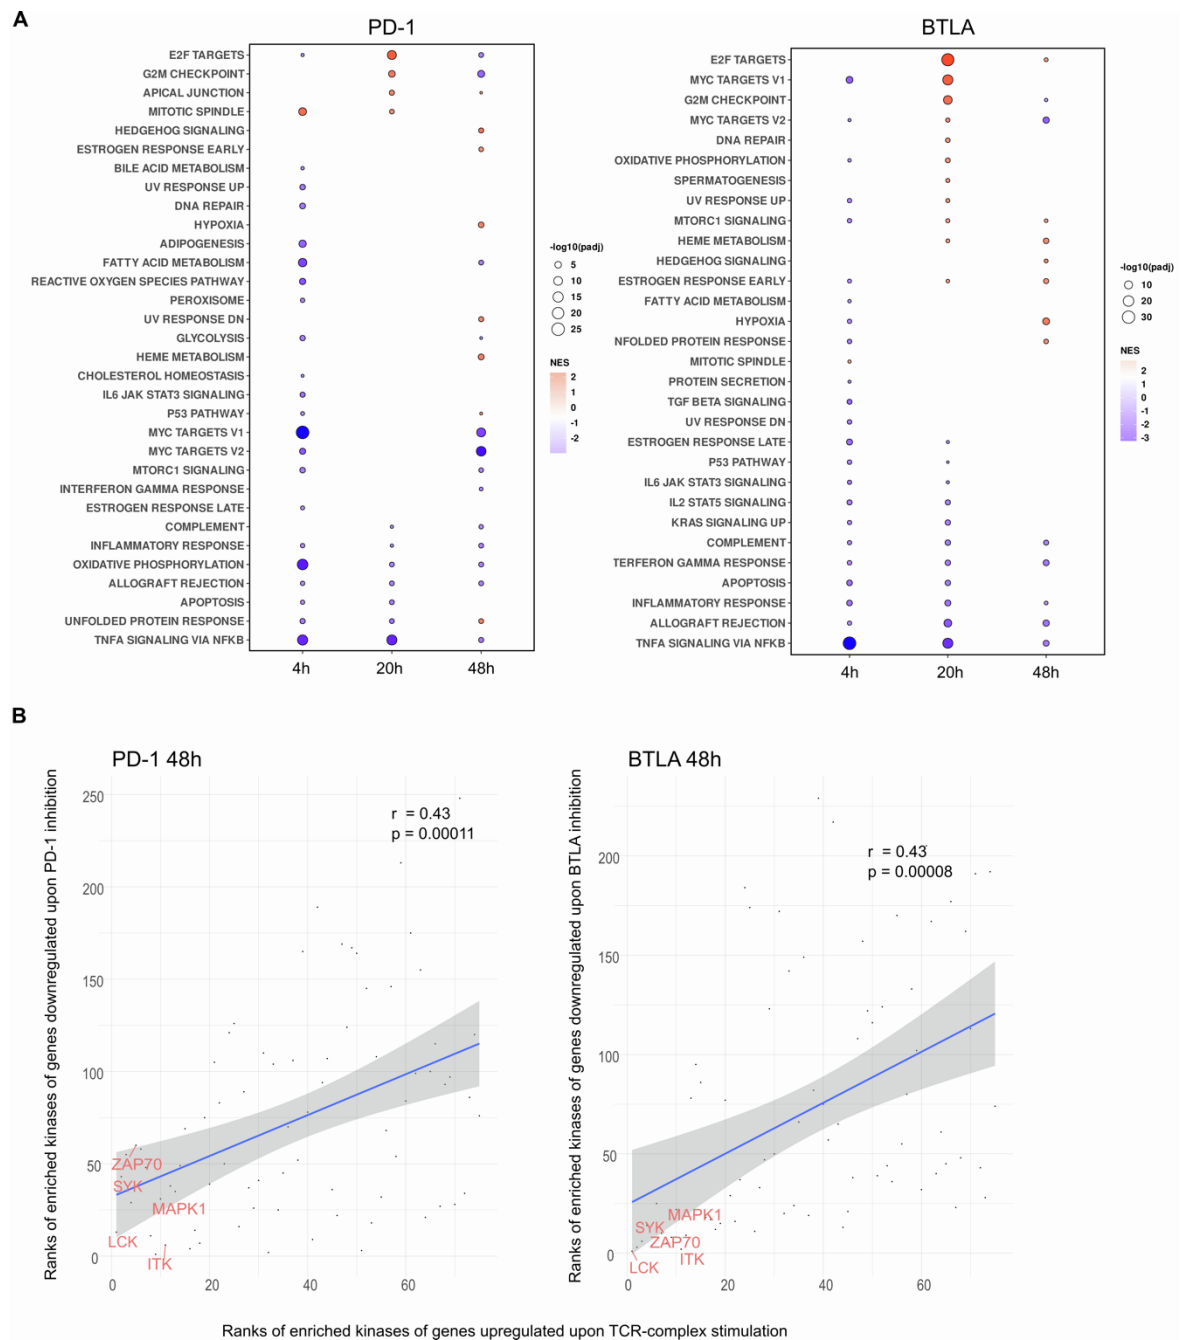

**Figure S2: Pathways induced during T cell activation were suppressed by PD-1 and BTLA signals, related to Figure 4.**

A.) Bubble plot of gene set enrichment analysis results using the Hallmark database used to identify differentially enriched pathways (adjusted p-value < 0.05) for PD-1 and BTLA for all time points.

B.) Correlation analysis between kinases rank from kinase enrichment analysis on genes significantly upregulated upon TCR-complex stimulation and genes significantly downregulated by PD-1/BTLA inhibition. The top 75 highest-ranked kinases from the kinase enrichment analysis results of genes upregulated upon TCR-complex stimulation were used for the 48-hour time point.

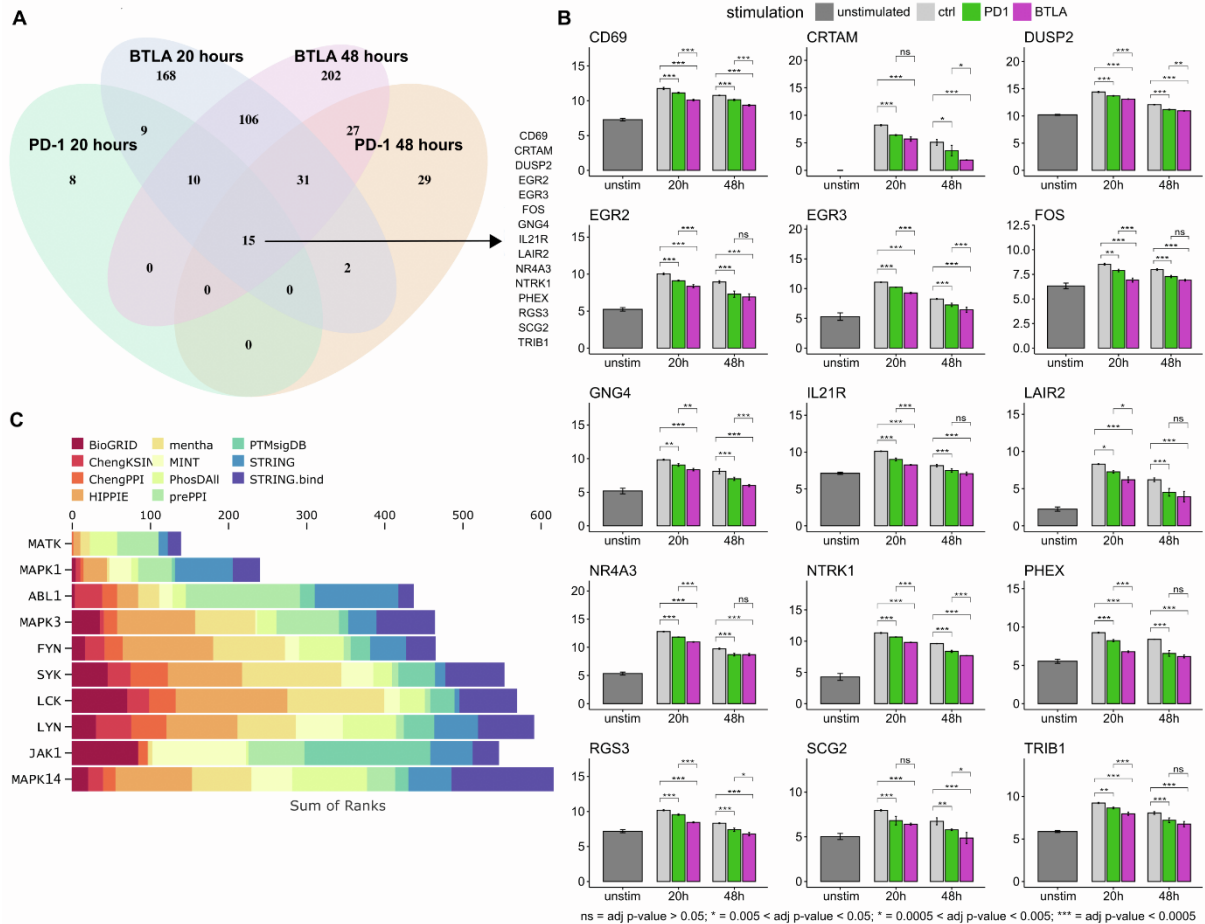

**Figure S3: 15 genes were significantly downregulated upon engagement of PD-1 and BTLA at the 20 and 48-hour time points, related to Figure 4.**

A.) Downregulated genes upon PD-1 and BTLA inhibition at 20 and 48 hours.

B.) Normalized log<sub>2</sub> expression of downregulated genes upon PD-1 (green) and BTLA (magenta) inhibition at 20 and 48 hours with differential expression statistics. ns adj p > 0.05; \* = 0.005 < adj p-value < 0.05; \*\* = 0.0005 < adj p-value < 0.005; \*\*\* = adj p-value < 0.0005

C.) Kinase enrichment analysis of common differentially expressed genes in PD-1 and BTLA stimulated samples at 20 and 48 hours. The ten kinases with the highest aggregated rank from 11 kinase databases were plotted.

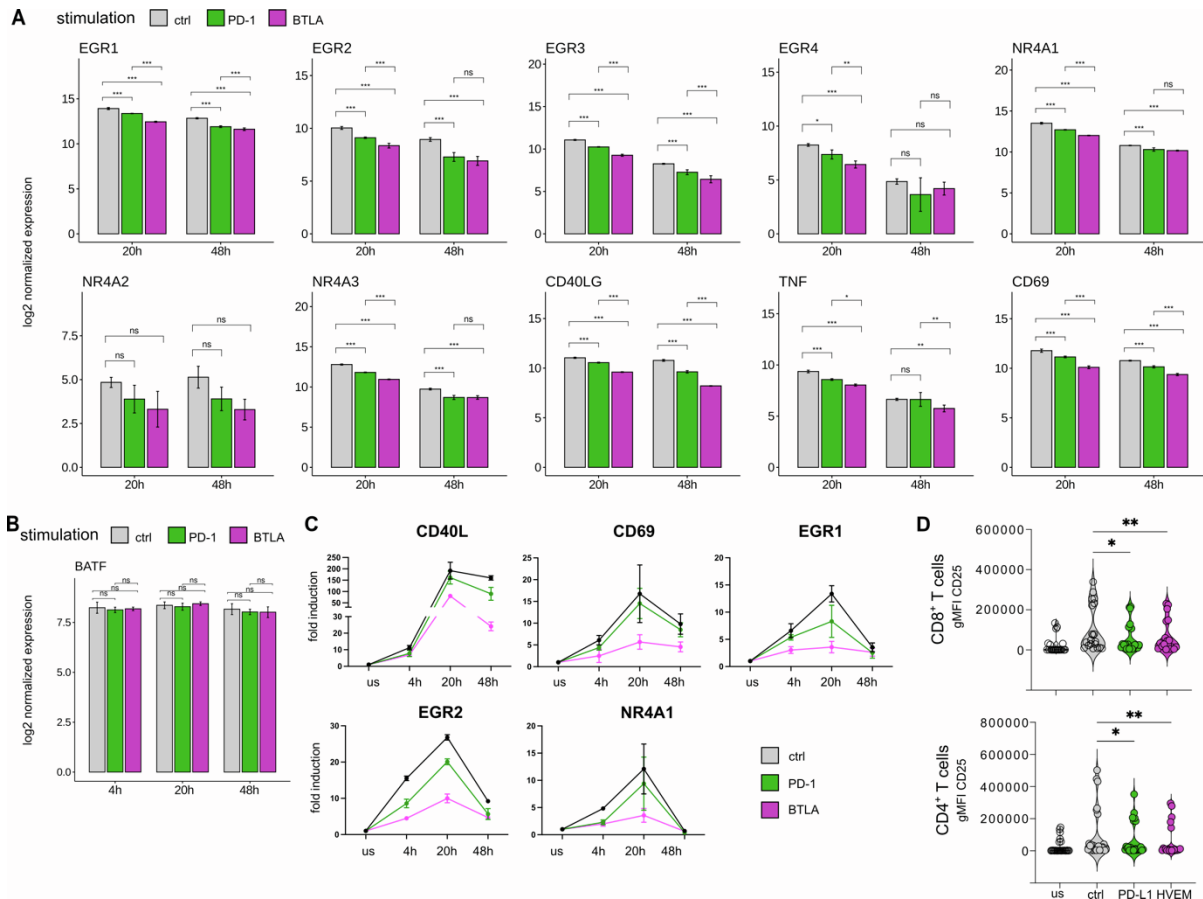

**Figure S4: PD-1 and BTLA signals strongly inhibited activation-induced genes but also several transcription factors, related to Figure 4.**

A.) Normalized log2 expression of EGR1, EGR2, EGR3, EGR4, Nr4a1, Nr4a2, Nr4a3, CD40LG, TNF, and CD69 at 20 and 48 hours with differential expression statistics.

B.) Normalized log2 expression of BATF at 20 and 48 hours with differential expression statistics. Ns,  $p > 0.05$ ; \* =  $0.005 < p\text{-value} < 0.05$ ; \* =  $0.0005 < p\text{-value} < 0.005$ ; \*\*\* =  $p\text{-value} < 0.0005$

C.) Real-Time PCR data of selected genes at 4h, 20h and 48h of stimulation. Data was normalized to the unstimulated condition and is depicted as fold induction.

D.) Human PBMCs were stimulated for 72h in presence of TCS-control, TCS-PDL1 and TCS-HVEM or left unstimulated (us). CD25 expression was determined in gated CD4 and CD8 T cell subset (gMFI; geometric mean fluorescence intensity). Data of 7 donors ( $n=7$ ) each performed in duplicates or triplicates is shown. One-way Anova followed by Dunnett's multiple comparison (compared to control stimulation) was used. \* $p \leq 0.05$ ; \*\* $p \leq 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

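RNA of PD-1 and BTLA co-expressing Jurkat reporter cells was sequenced in 30 libraries: 3 of unstimulated cells and 3 each of co-cultures of 4, 20 and 48 h with control stimulator cells (TCR), with PD-L1-expressing stimulator cells (TCR+PD-1) and with HVEM-expressing stimulator cells (TCR+BTLA). The stimulator cells are mouse cells, so each co-culture holds RNA of 2 species. The condition of every library was taken from its label in the public record, and the authors' own table of groups gives the same conditions. All 30 libraries were used.

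The authors checked the reads with FastQC, trimmed them with BBDuk, aligned them with STAR 2.4.2a to the joined human (hg38) and mouse (mm39) genomes, counted reads over exons with HTSeq 0.6.1 and assembled the counts with featureCounts; the release of the gene annotation is not stated. Their deposited values are counts per gene, without normalization, in 1 table of 35494 human and 33390 mouse lines. Of the gene IDs, 437 stand on 2 or more lines with identical counts, and 1 line of each was kept, which leaves 35253 human and 32908 mouse IDs, of which 35212 human IDs are in the reference name table. Gene positions are from GENCODE v44 on hg38, the build that the methods name. Small counts are even more often than odd (66.7% of human counts from 1 to 10, 49.9% of large counts), and nothing states why; the counts were used as they are.

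Human and mouse genes were analysed apart. For human genes, edgeR 4.0.16 in R 4.3.3 was used with TMM scaling, the filter filterByExpr, which keeps 16185 of the 25932 human genes with a count, and 1 quasi-likelihood model with a mean per group over the 30 libraries (20 residual degrees of freedom). The TMM factors run from 0.901 to 1.066 and the common biological coefficient of variation is 0.0585. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 1.5 in either direction. The comparisons are TCR against unstimulated at each time, TCR+PD-1 and TCR+BTLA against TCR at each time, TCR+BTLA against TCR+PD-1 at each time, and the change of each receptor's effect between 20 and 48 h. Mouse genes were fitted in the same way in the 27 co-culture libraries (13686 genes, common coefficient of variation 0.0556), comparing PD-L1 or HVEM stimulator cells with control ones at each time and control ones between times.

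Gene lists were written for this data set, 26 in number, and tested with fgsea 1.28.0 on the signed statistic where 15 or more members were measured, which holds for 24; camera of limma 3.58.1 was run with a preset correlation of 0.01 and with an estimated one. The lists cover immediate early transcription factors, NF-kB targets, negative feedback regulators, TCR complex and proximal signaling, effector molecules, activation surface molecules, co-inhibitory receptors, T helper and regulatory lineage genes, interferon response, MYC targets, E2F targets, G2M genes, hypoxia and glycolysis, ATF4 targets, ER chaperones, heat shock, cholesterol biosynthesis, oxidative phosphorylation, the proteasome, apoptosis, lymphocyte progenitor genes, extracellular matrix, replication dependent histones, cytosolic ribosomal proteins, mitochondrially encoded mRNAs and the transgenes. The Hallmark sets and the kinase enrichment of the paper were not used here. The remaining TCR response is the slope, through the origin, of the log2 change with receptor ligand over unstimulated cells on that with TCR alone, over the genes called with TCR; per library it was computed from log2 CPM. Genes up with TCR at any time were grouped by fuzzy c-means (e1071 1.7.16, 9 clusters, fuzzifier 2.539). Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

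The groups, comparisons, thresholds, lists, 28 alternatives and the rule for naming genes were set before the data were examined, and 2 alternatives were added after: leaving out the construct genes CD14, CD274 and TNFRSF14, and leaving out, in the receptor comparisons, human genes with few counts beside those of the mouse gene of the same symbol. Among the alternatives are DESeq2 1.42.0 over all libraries and over the compared groups, other size factors, no filter on low counts, a test against the fold-change threshold, the replicate number as a block, and leaving out each library in turn. Nothing pairs the replicate numbers of different groups. The rule names every gene that the paper discusses, whose direction was known from the paper, the 6 largest log2 fold changes in each direction among called genes with at least 10 CPM and no overlap between groups, up to 4 called members of each list in the direction that most of them take and up to 2 in the other, and every gene of a set of 5 or fewer. Some of the genes that it names are not reported here.

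The shared TCR libraries make the PD-1 and BTLA comparisons depend on each other, so 20 sets of 30 libraries were simulated without a PD-1 or BTLA effect and analysed in the same way. The method was also tested on simulated data with 200 changed genes per comparison. With PD-1 at 20 h it called 95.5% of the genes changed 1.8-fold and 100% of those changed 2.5-fold or 4-fold, with 0 unchanged genes called. With BTLA at 48 h it called 98.5% at 1.8-fold and 100% above it, with 2 unchanged genes called, and in mouse genes at 20 h 97%, 98.5% and 100%, with 4 unchanged genes called. A changed list was called each time and 0 of 24 random lists. At the depth of these libraries, from 22935787 human counts upwards, a gene at 1 CPM has over 20 counts in every library.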

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

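Of the tests below, those of the shared medium, of the attenuated TCR signal, of the transfer to the co-culture, of the anti-CD3 construct, of the share of stimulator cells and of other differences between stimulator lines were chosen after the result was seen.

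The effect of PD-1 differed between 48 and 20 h for 60 genes with a higher and 20 with a lower log2 change at 48 h, tested as the difference of the 2 effects, and that of BTLA for 187 and 107. Of 100 splits of the libraries 6 call as many genes as the real one for PD-1 (80 genes, highest other 199) and 9 for BTLA (294 genes, highest other 722), so chance is not excluded by this count. In 20 sets simulated without a receptor effect at most 0 and 0 genes are called for PD-1 and 1 and 0 for BTLA. The other 5 and 8 splits as large are all among the 16 that keep the real groups at 1 time point, where the receptor effect of that time is itself present, while splits with mixed groups at both times call at most 52 and 1 genes. A split that calls more genes than the real one by this much points to a structure of the samples, here the receptor effect at the time point left intact.

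BTLA and PD-1 differed directly, with 1 gene higher and 11 lower with BTLA at 4 h, 61 and 159 at 20 h, and 55 and 110 at 48 h. At 4 h the gene higher is TNFRSF14 and 1 of those lower is CD274, both construct genes. The mouse genes, for which the paper gives no values, differed between stimulator lines and between times. With PD-L1, 994 were higher and 1233 lower than in control stimulator cells at 4 h, 1089 and 1166 at 20 h, and 1797 and 1450 at 48 h. With HVEM the numbers are 1182 and 1127, 1320 and 1027, and 1990 and 1303. In control stimulator cells 366 mouse genes were higher and 411 lower at 20 h than at 4 h, and 2001 and 1201 at 48 h.

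For 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each comparison the real split, counted as 1, is the only one that calls as many genes. The real numbers, up and down together, are 3268, 5016 and 2383 genes with TCR at 4, 20 and 48 h, 6, 49 and 176 with PD-1, 28, 470 and 638 with BTLA, and 12, 220 and 165 between BTLA and PD-1. The highest other split calls 0 genes, except 1 with PD-1 at 20 h and 1 and 8 between BTLA and PD-1 at 20 and 48 h. In mouse genes the real numbers are 2227, 2255 and 3247 with PD-L1, 2309, 2347 and 3293 with HVEM, and 777 and 3202 in control cells at 20 and 48 h against 4 h, and the highest other is 0, except 3 with PD-L1 at 4 h and 3 and 1 in control cells.

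ATF4 target genes were lower in TCR-stimulated than in unstimulated cells. At 20 h the tables argue against a TCR signal that PD-1 and BTLA attenuate as the cause, since 98.1% (SD 1.86) of the change of the list remained with BTLA, where under 90% was predicted. At 48 h 57.4% (SD 4.16) remained, as this explanation predicts, so a TCR signal may account for the list at that time. The amino acid supply of the shared medium stays open: from 4 to 48 h the human list changed by a median of -0.063 (log2, interquartile range 0.917) and the mouse list by 0.594 (1.143). Transfer to the co-culture stays open too, since 0 libraries are of unstimulated cells cultured for 4 h or longer.

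ATF4 target genes were higher with PD-1 and with BTLA than with TCR alone at 48 h. For the growth of this excess since 20 h the tables argue against the shared medium, sensed alike by both cells, because from 20 to 48 h the excess of the mouse list changed by a median of -0.124 (log2, interquartile range 0.429) with PD-L1 and -0.356 (0.439) with HVEM, and that of the human list by 0.556 and 0.50; for its level at 48 h the shared medium stays open, since the mouse list was higher by a median of 0.489 (0.823) with PD-L1 and 0.133 (0.697) with HVEM, against 0.47 and 0.49 for the human list. The tables also argue against a uniform attenuation of the TCR response, more clearly with PD-1 than with BTLA. With PD-1 60.3% (SD 3.74) of the change of the list remained, against 74.5% (1.86) of the 1305 other genes reduced by TCR. With BTLA it was 57.4% (4.16) against 67.1% (2.08), a smaller difference beside a larger spread. The SDs are over the 3 receptor libraries alone, and all values share the same TCR and unstimulated means. Mouse reads counted on human genes stay open for 2 of the 18 called members, whose human counts are under 2% of those of the mouse gene. A stronger effect of the receptors on these genes than on other TCR-reduced genes is a candidate explanation, found and tested on the same data.

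The TCR response was smaller with PD-L1 or HVEM on the stimulator cells. Less anti-CD3 construct RNA is not the cause by this measure, since CD14, which the construct carries, was at 1.123 times the control cultures at the lowest of 6 ratios. At 48 h the tables argue against a higher share of stimulator cells as what sets the size of the effect, since the share of mouse counts was higher with PD-1 than with BTLA by 3.81 points (0.321, root of the summed variances), and the response with BTLA was the smaller one; at 4 h the difference in share is -3.89 points (1.386), as this explanation predicts, at 20 h it is 0.483 points (1.017), and the share stays open at both times, since it was above that of the control cultures with either ligand. Other differences between the stimulator lines cannot be told apart from the ligands, because each ligand comes with 1 line and 486 mouse genes changed the same way in both lines at all 3 time points. The inhibitory receptors themselves, which the design names, stay a possible explanation that these data alone do not separate from the lines.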

How the results depend on the processing

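The settings without the construct genes, and without human genes that stray mouse reads could reach in the receptor comparisons, were chosen after the data were seen. No result reversed under any setting, and the attenuation correlations stayed negative and the remaining TCR response under 100% in each setting run for them. With DESeq2 size factors all 99 of the counts and summary values stayed within their spread or within 1.5 times. So did all 24 counts of lists up or down with the replicate block in fgsea, and the 16 mouse counts with DESeq2 over 27 libraries. The counts without genes that stray mouse reads could reach stayed so too. The numbers of the replicates do not pair the samples, and with the replicate block 98 of 99 values stayed so, the exception being the attenuation correlation of BTLA at 4 h, -0.807 (from -0.802). For single named genes and lists, DESeq2 over all 30 libraries added 4 calls and lost 0 of 1033, DESeq2 over the compared groups lost 13 and added 7, edgeR over the compared groups lost 9 and added 9 of 1008, no filter lost 1 and added 11, the test against the fold-change threshold lost 133, and fgsea on the DESeq2 statistic lost 21 and added 2 of 288 list calls. Leaving out 1 library lost 125 and added 79 of 30990 such calls.

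With DESeq2 over all 30 libraries, 1 (from 0) TCR-reduced genes are called with BTLA only at 4 h and 9 (from 4) with PD-1 only at 20 h, and 2 (from 1) genes are up with PD-1 at 20 h over TCR and over unstimulated cells. Its attenuation correlations are -0.322 (from -0.203) and -0.839 (from -0.802) at 4 h with PD-1 and BTLA and -0.785 (from -0.772) at 20 h with PD-1, and the remaining TCR response 90.9 (from 92.1) and 85.4 (from 87.1) percent at 4 h and 82.5 (from 85.4) and 75.7 (from 78.8) percent at 20 h. Why the tools differ was not tested.

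Fits of the compared groups alone have fewer libraries to estimate the spread from, 6, or 12 for a difference between effects, in place of 30. With DESeq2 they call 8 (from 5) genes down with PD-1 at 4 h, 6 (from 13) up at 20 h, and 49 (from 81) up and 53 (from 95) down at 48 h; with BTLA 54 (from 123) up at 20 h. Between BTLA and PD-1 they call 2 (from 1), 20 (from 61) and 32 (from 55) up at 4, 20 and 48 h and 67 (from 110) down at 48 h, and 39 (from 60) genes whose PD-1 effect rose from 20 to 48 h. Among TCR-induced genes, 1 (from 0), 4 (from 1) and 5 (from 10) are called with PD-1 only, and among TCR-reduced ones 0 (from 5) with both, 2 (from 4) with PD-1 only and 49 (from 113) with BTLA only at 20 h and 7 (from 20) with PD-1 only at 48 h. The share that changed against TCR is 100 (from 99.6) percent of TCR-induced genes with BTLA and 50 (from 88.9) percent of TCR-reduced genes with PD-1 at 20 h. Up and not reduced by TCR are 8 (from 14) genes with PD-1 at 48 h and 11 (from 20) with BTLA at 20 h, and up also over unstimulated cells 3 (from 7) and 2 (from 5). The correlations are -0.108 and -0.689 with PD-1 at 4 and 20 h and -0.772 with BTLA at 4 h, and the remaining response 87.0, 82.5, 68.6 with PD-1 and 81.6, 74.7, 55.2 with BTLA at 4, 20 and 48 h, in percent.

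With edgeR over the compared groups, 5 (from 13) genes are up with PD-1 at 20 h, 62 (from 95) down at 48 h, 60 (from 123) up with BTLA at 20 h, and 2 (from 1) and 33 (from 61) up between BTLA and PD-1 at 4 and 20 h. It calls 2 (from 1) TCR-induced genes with PD-1 only at 20 h, TCR-reduced genes 0 (from 5) with both, 0 (from 4) with PD-1 only and 55 (from 113) with BTLA only at 20 h and 12 (from 20) with PD-1 only at 48 h, 2 (from 5) genes up with BTLA at 20 h over TCR and unstimulated cells, and 100 (from 99.6) percent of TCR-induced genes against TCR with BTLA at 20 h. The correlations are -0.152 and -0.704 with PD-1 at 4 and 20 h and -0.845, -0.928 and -0.952 with BTLA at 4, 20 and 48 h, and the remaining response 91.1 and 77.3 percent with PD-1 at 20 and 48 h and 89.8, 81.7 and 61.0 percent with BTLA at 4, 20 and 48 h.

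A test against the fold-change threshold (glmTreat), stricter by construction, calls with TCR 835 (from 1715), 1344 (from 2070) and 496 (from 1040) genes up and 760 (from 1553), 1909 (from 2946) and 481 (from 1343) down at 4, 20 and 48 h. With PD-1 it calls 0 (from 5) genes down at 4 h, 1 (from 13) up and 3 (from 36) down at 20 h, and 12 (from 81) up and 14 (from 95) down at 48 h. At 4 h DESeq2 over the compared groups calls 8 down with PD-1. An unadjusted edgeR p under 0.05 is reached there by 658 genes, fewer than the share of 0.05 of the 16185 tested genes that chance would give. With BTLA it calls 9 (from 26) down at 4 h, 3 (from 123) up and 95 (from 347) down at 20 h, and 32 (from 250) up and 101 (from 388) down at 48 h. Between BTLA and PD-1 it calls 4 (from 11) down at 4 h, 1 (from 61) up and 13 (from 159) down at 20 h, and 5 (from 55) up and 15 (from 110) down at 48 h, and between 20 and 48 h 6 (from 60) up and 2 (from 20) down for PD-1 and 4 (from 187) up and 3 (from 107) down for BTLA.

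Without a fold-change threshold more genes pass by construction: at 4 h 10 (from 5) TCR-induced genes with both and 35 (from 22) with BTLA only, and 2 (from 0) TCR-reduced genes with BTLA only. At 20 h it gives 132 (from 31) with both, 10 (from 1) with PD-1 only, 1132 (from 197) with BTLA only among TCR-induced genes and 73 (from 5) with both, 14 (from 4) with PD-1 only, 917 (from 113) with BTLA only among TCR-reduced ones, and at 48 h 431 (from 62) with both, 74 (from 10) with PD-1 only, 923 (from 206) with BTLA only and 466 (from 48) with both, 95 (from 20) with PD-1 only, 841 (from 142) with BTLA only. Without a filter on low counts, 2 (from 1) genes are up with PD-1 at 4 h and 3 (from 1) between BTLA and PD-1, 1 (from 0) TCR-induced gene is called with PD-1 only and 1 (from 0) TCR-reduced gene with BTLA only at 4 h, and 11 (from 4) with PD-1 only at 20 h. Up and not reduced by TCR at 4 h are 1 (from 0) gene with PD-1 and 1 (from 0) with BTLA, both also over unstimulated cells (1 and 1), and 2 (from 1) with PD-1 at 20 h over both. The correlations at 4 h are then -0.354 with PD-1 and -0.845 with BTLA, and the remaining response 90.1, 79.98, 63.7 with PD-1 and 83.9, 73.3, 51.4 with BTLA at 4, 20 and 48 h, in percent. Depth limits the genes that this filter removes, which have few counts in every group. Without the construct genes, 0 (from 1) genes are up with PD-1, 0 (from 2) with BTLA and 0 (from 1) between BTLA and PD-1 at 4 h, by construction (DESeq2 with them: 1, 2 and 1), and the share of TCR-induced genes that changed against TCR is 100 (from 96.3) and 100 (from 99.6) percent with BTLA at 4 and 20 h and 100 (from 98.6) percent with PD-1 at 48 h.

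The attenuation correlation is -0.458, -0.721, -0.828 with PD-1 and -0.490, -0.835, -0.890 with BTLA at 4, 20 and 48 h from log2 fold changes, -0.163, -0.375, -0.670 with PD-1 and -0.281, -0.420, -0.754 with BTLA at 4, 20 and 48 h over all genes called with TCR, and -0.0632, -0.633, -0.852 with PD-1 and -0.714, -0.815, -0.909 with BTLA at 4, 20 and 48 h with the TCR effect of another time point. Over all genes with a TCR fold change over 2, the remaining response is 90.2, 84.1, 66.4 with PD-1 and 84.4, 77.3, 54.2 with BTLA at 4, 20 and 48 h, in percent. Of the 24 lists, camera with an estimated correlation between genes calls, with TCR at 4, 20 and 48 h, 5 up (from 8) and 1 down (from 5), 9 up (from 14) and 1 down (from 3) and 6 up (from 13) and 1 down (from 3), with PD-1 3 down (from 12), 1 up (from 3) and 6 down (from 12) and 2 up (from 4) and 7 down (from 13), with BTLA 6 down (from 10), 2 up (from 5) and 2 up (from 5) and 5 down (from 15), and between BTLA and PD-1 0 up (from 4), 1 up (from 8) and 0 up (from 7) and 5 down (from 10). With a preset correlation it calls 3 down (from 5) with TCR, 1 up (from 0) with PD-1 and 2 up (from 4) between BTLA and PD-1 at 4 h, and fgsea on the DESeq2 statistic calls 1 up (from 0) with PD-1 at 4 h. By fuzzy c-means 16.9 (from 18.7) percent of the TCR-induced genes are highest at 48 h, and among genes up at all 3 times 22, 54.1, 23.9 percent are highest at 4, 20 and 48 h. The first 2 principal components hold 32.9 and 25.0 percent of the variance with genes at unit variance and 35.7 and 27.2 percent with the most variable genes alone, and lie between times by 98.9 and 99.7 percent and by 99.1 and 94.3 percent. The cause of these changes was not tested.

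Leaving out 1 library at a time leaves groups of 2 beside the others and kept the sign of every value, with these ranges. Genes down with PD-1 at 4 h run from 1 without TCR+PD-1 4 h replicate 2 to 6 without TCR+PD-1 48 h replicate 1, and are 2 without TCR 4 h replicate 1, TCR 4 h replicate 2 or TCR+PD-1 4 h replicate 3; genes up with PD-1 at 20 h run from 8 without TCR+PD-1 20 h replicate 1 to 18 without TCR 20 h replicate 1, up between BTLA and PD-1 at 48 h from 33 without TCR+BTLA 48 h replicate 1 to 59 without TCR+PD-1 48 h replicate 3, and genes whose PD-1 effect fell from 20 to 48 h from 15 without TCR+PD-1 20 h replicate 2 to 33 without TCR 20 h replicate 2, with 32 without TCR+PD-1 48 h replicate 3. Called at 4 h among TCR-induced genes with both are 1 without TCR+PD-1 4 h replicate 2 to 6 without TCR+PD-1 48 h replicate 1 (2 without TCR 4 h replicate 1, TCR 4 h replicate 2 or TCR+PD-1 4 h replicate 3, and 3 without TCR+BTLA 4 h replicate 1 or 3), with PD-1 only 0 to 2 (2 without TCR+BTLA 4 h replicate 1 or 3, 1 without replicate 2), and among TCR-reduced genes with BTLA only 0 to 1 (1 without TCR+BTLA 4 h replicate 1 and TCR+BTLA 48 h replicate 1 or 3). At 20 h they are 0 to 2 TCR-induced genes with PD-1 only (0 without TCR+PD-1 20 h replicate 2, 2 without TCR 20 h replicate 1 or TCR+BTLA 20 h replicate 2 or 3), 1 without TCR+PD-1 20 h replicate 3 to 7 without TCR 20 h replicate 1 TCR-reduced genes with both (2 without TCR+BTLA 20 h replicate 2, 3 without TCR+PD-1 20 h replicate 1 or 2) and 3 without TCR 20 h replicate 2 to 7 without TCR 20 h replicate 1 with PD-1 only (7 also without TCR+BTLA 20 h replicate 2). At 48 h they are 6 without TCR 48 h replicate 3 to 14 without TCR+BTLA 48 h replicate 3 TCR-induced (6 also without TCR+PD-1 48 h replicate 1) and 13 without TCR+PD-1 48 h replicate 2 to 31 without TCR+BTLA 48 h replicate 1 TCR-reduced genes with PD-1 only. The share against TCR at 20 h is 99.5 to 100 percent of TCR-induced genes with BTLA and 62.5 to 100 percent of TCR-reduced genes with PD-1.

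Up and not reduced by TCR are 1 without TCR+PD-1 20 h replicate 1 to 4 without TCR+BTLA 20 h replicate 2 genes with PD-1 at 20 h, 9 without TCR 48 h replicate 2 to 19 without TCR 48 h replicate 1 with PD-1 at 48 h (9 is the one over 1.5 times off), 0 to 1 with BTLA at 4 h (1 without TCR 4 h replicate 1 or TCR+BTLA 4 h replicate 2) and 41 without TCR+BTLA 48 h replicate 1 to 114 without TCR+BTLA 48 h replicate 2 with BTLA at 48 h. Up also over unstimulated cells are 0 to 2 with PD-1 at 20 h (0 without TCR+PD-1 20 h replicate 2, 2 without TCR+BTLA 20 h replicate 2, TCR+BTLA 4 h replicate 2, TCR+PD-1 4 h replicate 1 or 2 or unstimulated replicate 1 or 2), 3 to 11 with PD-1 at 48 h (3 without TCR 48 h replicate 3 or TCR+PD-1 48 h replicate 1, 4 without TCR 48 h replicate 2, 11 without TCR+BTLA 20 h replicate 1 or TCR+BTLA 4 h replicate 2), 0 to 1 with BTLA at 4 h (1 without TCR+BTLA 4 h replicate 2), 2 without TCR 20 h replicate 3 to 7 without TCR 20 h replicate 1 with BTLA at 20 h (3 without TCR+BTLA 20 h replicate 3 or unstimulated replicate 1) and 5 without TCR+BTLA 48 h replicate 1 to 43 without TCR+BTLA 48 h replicate 2 with BTLA at 48 h. The attenuation correlation runs from -0.294 without TCR+PD-1 48 h replicate 3 to -0.0200 without TCR 4 h replicate 2 with PD-1 at 4 h, and -0.805 to -0.722 and -0.874 to -0.844 at 20 and 48 h, and with BTLA -0.845 to -0.715, -0.932 to -0.906 and -0.950 to -0.943. The remaining response runs over 86.8 to 92.6, 78.5 to 86.3 and 61.3 to 71.2 percent with PD-1 and 82.0 to 88.2, 72.5 to 80.4 and 49.4 to 58.0 percent with BTLA. Which property of a library moves them was not tested.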

Differences from the paper's values

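Of the settings below, the one without construct genes was chosen after the data were seen, and the statements on gene lists rest on lists written here, which are not the Hallmark sets of the paper. Counts use the paper's thresholds, an adjusted p under 0.05 and a fold change over 1.5.

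At 4 h the paper's numbers of genes up are about 0 with PD-1 and about 0 with BTLA in Fig. 3B, read by eye, and here they are 1 (CD274) and 2 (CD14 and TNFRSF14). Every alternative set before the data were examined differs in the same way: with PD-1 each gives 1, except 2 without a filter on low counts, and with BTLA each gives 2, except 3 without a filter, without TCR 4 h replicate 1 and without TCR+BTLA 4 h replicate 2. Leaving out CD14, CD274 and TNFRSF14, chosen after the values were seen, gives 0 and 0, and drops 0 genes that the paper calls up in these 2 comparisons. Other numbers printed in the figures match: 5 genes down with PD-1 at 4 h, 31 TCR-induced genes called with both and 1 with PD-1 only at 20 h, and 10 with PD-1 only at 48 h.

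Among TCR-reduced genes at 20 h the paper has about 8 called with PD-1 only in Fig. 3C, read by eye, against 4 here. DESeq2 over all 30 libraries (9), no filter on low counts (11), and leaving out TCR 20 h replicate 1 (7), TCR+BTLA 20 h replicate 2 (7) or TCR+PD-1 20 h replicate 2 (6) no longer differ. DESeq2 over the compared groups (2), DESeq2 size factors (4), edgeR over the compared groups (0), the replicate block (3), no fold-change threshold (14) and leaving out each other library (3 to 5) still do.

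The paper's Spearman correlation of the PD-1 statistic with the TCR statistic at 4 h is about -0.32 in Fig. 4B, read by eye, against -0.203 here, and a value is taken to differ beyond the SD over replicates of 0.0367 (n = 3). DESeq2 over all 30 libraries (-0.322), no filter (-0.354), and leaving out TCR+BTLA 48 h replicate 3 (-0.289) or TCR+PD-1 48 h replicate 3 (-0.294) no longer differ. DESeq2 over the compared groups (-0.108), DESeq2 size factors (-0.180), edgeR over the compared groups (-0.152), the replicate block (-0.196), log2 fold changes (-0.458), all genes called with TCR (-0.163), the TCR effect of another time point (-0.0632) and leaving out each other library (-0.272 to -0.0200) still do.

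For BTLA at 4 h the paper's correlation is about -0.83 in Fig. 4B, read by eye, against -0.802 here, and a value is taken to differ beyond the rounding of the printed 2 decimals, which exceeds the SD over replicates of 0.0039 (n = 3). Leaving out TCR 4 h replicate 3 (-0.825) or TCR+BTLA 48 h replicate 1 (-0.828) closes the difference. DESeq2 over all 30 libraries (-0.839), DESeq2 over the compared groups (-0.772), DESeq2 size factors (-0.800), edgeR over the compared groups (-0.845), no filter (-0.844), the replicate block (-0.807), log2 fold changes (-0.490), all genes called with TCR (-0.281), the TCR effect of another time point (-0.714) and leaving out each other library (-0.845 to -0.715) do not.

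For BTLA at 48 h the paper's correlation is about -0.94 in Fig. 4B, read by eye, against -0.9459 here, judged by the same rounding, which exceeds the SD of 0.0031 (n = 3). DESeq2 over all 30 libraries (-0.9445), no filter (-0.9449), and leaving out TCR 48 h replicate 3 (-0.9429), TCR+BTLA 48 h replicate 2 (-0.9428), TCR+BTLA 48 h replicate 3 (-0.9435) or TCR+PD-1 48 h replicate 3 (-0.9446) no longer differ. DESeq2 over the compared groups (-0.9464), DESeq2 size factors (-0.9453), edgeR over the compared groups (-0.9519), the replicate block (-0.9478), log2 fold changes (-0.891), all genes called with TCR (-0.754), the TCR effect of another time point (-0.909) and leaving out each other library (-0.950 to -0.9451) still do.

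The first principal component holds about 18% of the variance in the paper's Fig. 3A, read by eye, and 27.2% here. Both alternatives set before the data were examined, genes at unit variance (32.9%) and the most variable genes alone (35.7%), differ too.

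The paper states that all genes changed by PD-1 or BTLA at 4 h fell, whereas the construct genes named above rose. It places the G2M checkpoint among the sets raised by TCR at each time, and here the G2M list has NES 1.10 (adjusted p = 0.414, fgsea) at 4 h, and 1.55 (0.014) and 2.42 (1.4e-08) at 20 and 48 h, in the paper's direction, of which the call at 20 h is lost (adjusted p = 0.165 with an estimated correlation). It takes E2F targets to rise with TCR, and here that list has NES -1.71 (adjusted p = 0.00395, fgsea) at 48 h, a call that is lost (adjusted p = 0.566 with an estimated correlation). It places RELA among genes induced by TCR and high at 20 h, and here RELA changed by log2 0.18 at 20 h (adjusted p = 5.3e-04, edgeR), under the fold-change threshold.

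In the paper NF-kB signaling is the set that PD-1 and BTLA lower most. Here the NF-kB list is lowest with BTLA at 20 h (NES -2.49), and in the other 5 comparisons the lowest score is that of ribosomal proteins with PD-1 at 4 h (-2.85, NF-kB -2.54), of immediate early factors with PD-1 at 20 h (-2.65, NF-kB -2.33) and BTLA at 4 h (-2.91, NF-kB -2.63), and of MYC targets at 48 h (-3.0 with PD-1, NF-kB -1.89, and -2.39 with BTLA, NF-kB -1.92). Further lists also score below NF-kB with PD-1 at 4 and 20 h and with both receptors at 48 h. Lost among the scores given are ribosomal proteins with PD-1 at 4 h (adjusted p = 0.533 with an estimated correlation), NF-kB at 48 h (0.105 with PD-1 and 0.0815 with BTLA) and MYC targets with BTLA at 48 h (0.0671). The paper has MYC targets lowered by both receptors, as they are at 48 h here, but they have NES 1.96 (adjusted p = 5.1e-04, fgsea) with BTLA at 20 h, a call that is lost (adjusted p = 0.312 with an estimated correlation). It has the interferon response lowered by both, and here PD-1 gives adjusted p = 0.294, 0.338 and 0.876 at 4, 20 and 48 h, while with BTLA it is lower at 48 h (NES -1.75, adjusted p = 0.0476 with an estimated correlation). At 20 h its NES with BTLA is -1.54, a call that is lost (adjusted p = 0.776 with an estimated correlation), and the list median, 0.06, has the opposite sign.

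The paper has E2F targets raised by the receptors at 20 h and no longer at 48 h. Here they have NES 2.78 with PD-1 and 2.53 with BTLA at 48 h (adjusted p = 5.1e-08 and 1.8e-06, fgsea). The G2M list is lower at 48 h (-2.96 and -2.07), where the paper reports only that its G2M set is not positively enriched. Of these 4 calls the one of G2M with BTLA is lost (adjusted p = 0.0671 with an estimated correlation). The paper has apoptosis lowered by both, and here PD-1 gives adjusted p = 0.152 at 4 h and 0.657 at 48 h and NES -1.64 at 20 h, a call that is lost (adjusted p = 0.189 with an estimated correlation). With BTLA it is lower at 20 h, and the calls at 4 and 48 h are lost (adjusted p = 0.30 and 0.155 with an estimated correlation). The paper found no genes actively raised by PD-1 or BTLA, and here 1 and 7 genes are up with PD-1 over both TCR and unstimulated cells at 20 and 48 h, and 5 and 22 with BTLA, without the constructs. Leaving out 1 library moves the numbers with PD-1 to 0 to 2 and 3 to 11, that with BTLA at 20 h to 2 to 7, and the last from 5 (without TCR+BTLA 48 h replicate 1) to 43 (without TCR+BTLA 48 h replicate 2). At 4 h there are 0 with either in edgeR and in DESeq2, where 658 and 876 genes reach an unadjusted p under 0.05 against TCR. Chance alone would give a share of 0.05 of the 16185 tested genes, more than the 658 and somewhat fewer than the 876.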

Other observations

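The comparisons of gene lists and of mouse genes follow the plan, and the genes that differ between receptors or lie under unstimulated cells were chosen after their values were seen where no rule names them. Values below are in the order 4, 20 and 48 h.

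Gene lists with TCR against unstimulated cells that no passage reports are these. Co-inhibitory receptors (26 measured): 7, 11 and 8 up, 2, 7 and 4 down and 17, 8 and 14 not passing (7, 11 and 10 up and 2, 7 and 4 down adjusted over the list alone), NES 1.41, 1.8 and 1.74, adjusted p = 0.144, 0.00208 and 0.0077 in fgsea and adjusted p = 0.579, 0.26 and 0.0771 with an estimated correlation, median log2 change 0.33, 0.61 and 0.55. TCR complex and proximal signaling (32 measured): 3, 10 and 4 up, 4, 5 and 1 down and 25, 17 and 27 not passing (3, 10 and 4 up and 4, 5 and 1 down adjusted over the list alone), NES 0.93, 1.75 and 1.79, adjusted p = 0.588, 0.0057 and 0.00704 in fgsea and adjusted p = 0.826, 0.161 and 0.448 with an estimated correlation, median log2 change -0.07, 0.27 and 0.04. T helper and regulatory lineage genes (24 measured): 9, 10 and 11 up, 1, 1 and 2 down and 14, 13 and 11 not passing (9, 9 and 12 up and 1, 1 and 2 down adjusted over the list alone), NES 0.92, 1.68 and 2.14, adjusted p = 0.588, 0.0153 and 3.3e-05 in fgsea and adjusted p = 0.34, 0.0233 and 0.00211 with an estimated correlation, median log2 change 0.33, 0.69 and 0.72. Cholesterol biosynthesis (29 measured): 0, 8 and 14 up, 10, 2 and 0 down and 19, 19 and 15 not passing (0, 8 and 14 up and 10, 2 and 0 down adjusted over the list alone), NES -2.07, 1.43 and 2.32, adjusted p = 8.9e-05, 0.0961 and 1.2e-07 in fgsea and adjusted p = 0.34, 0.717 and 0.0584 with an estimated correlation, median log2 change -0.35, 0.26 and 0.52. Oxidative phosphorylation (66 measured): 0, 11 and 4 up, 1, 0 and 0 down and 65, 55 and 62 not passing (0, 11 and 4 up and 1, 0 and 0 down adjusted over the list alone), NES 0.80, 2.03 and 2.13, adjusted p = 0.838, 7.4e-06 and 3.3e-05 in fgsea and adjusted p = 0.946, 0.394 and 0.566 with an estimated correlation, median log2 change 0.03, 0.26 and 0.09.

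Others are these. Apoptosis regulators (41 measured): 6, 10 and 4 up, 9, 6 and 4 down and 26, 25 and 33 not passing (6, 10 and 4 up and 9, 6 and 4 down adjusted over the list alone), NES -1.02, 1.23 and 1.10, adjusted p = 0.516, 0.211 and 0.371 in fgsea and adjusted p = 0.946, 0.416 and 0.448 with an estimated correlation, median log2 change 0.05, 0.10 and 0.06. Lymphocyte progenitor genes (36 measured): 4, 11 and 8 up, 5, 8 and 11 down and 27, 17 and 17 not passing (4, 11 and 8 up and 5, 8 and 11 down adjusted over the list alone), NES -1.14, 1.21 and 1.17, adjusted p = 0.398, 0.216 and 0.293 in fgsea and adjusted p = 0.579, 0.84 and 0.718 with an estimated correlation, median log2 change -0.08, 0.00 and -0.09. Cytosolic ribosomal proteins (77 measured): 1, 2 and 1 up, 1, 0 and 0 down and 75, 75 and 76 not passing (1, 2 and 1 up and 1, 0 and 0 down adjusted over the list alone), NES -1.51, 1.29 and 1.05, adjusted p = 0.0332, 0.131 and 0.376 in fgsea and adjusted p = 0.826, 0.821 and 0.897 with an estimated correlation, median log2 change -0.07, 0.08 and 0.04.

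Of 13 mitochondrially encoded mRNAs, too few for a list test, 0, 1 and 0 rose and 0, 1 and 1 fell with TCR, and of 5 transgenes 2, 2 and 2 rose and 0, 1 and 0 fell. With PD-1 1, 2 and 2 transgenes rose and 0, 0 and 0 fell, and with BTLA 2, 2 and 2 rose and 0, 1 and 1 fell.

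With PD-1 against TCR alone the signaling lists are as follows. Negative feedback regulators (31 measured): 0, 0 and 0 up, 1, 5 and 4 down and 30, 26 and 27 not passing (0, 0 and 0 up and 1, 6 and 4 down adjusted over the list alone), NES -1.49, -2.38 and -2.28, adjusted p = 0.0574, 1.7e-06 and 3.3e-06 in fgsea and adjusted p = 0.991, 0.00785 and 0.0101 with an estimated correlation, median log2 change 0.03, -0.06 and -0.09. TCR complex and proximal signaling (32 measured): 0, 0 and 0 up, 0, 0 and 0 down and 32, 32 and 32 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES 0.78, -1.30 and -1.81, adjusted p = 0.817, 0.186 and 0.00422 in fgsea and adjusted p = 0.991, 0.977 and 0.647 with an estimated correlation, median log2 change -0.01, 0.02 and 0.00. Co-inhibitory receptors (26 measured): 0, 0 and 0 up, 1, 3 and 3 down and 25, 23 and 23 not passing (0, 0 and 1 up and 1, 3 and 3 down adjusted over the list alone), NES -1.87, -2.27 and -2.0, adjusted p = 0.00605, 1.5e-05 and 0.00173 in fgsea and adjusted p = 0.0788, 0.00785 and 0.0243 with an estimated correlation, median log2 change -0.08, -0.20 and -0.21. T helper and regulatory lineage genes (24 measured): 0, 0 and 0 up, 0, 0 and 2 down and 24, 24 and 22 not passing (0, 0 and 0 up and 0, 0 and 2 down adjusted over the list alone), NES -0.83, -1.06 and -1.58, adjusted p = 0.768, 0.397 and 0.0379 in fgsea and adjusted p = 0.991, 0.768 and 0.0675 with an estimated correlation, median log2 change 0.00, -0.11 and -0.12. ATF4 targets (48 measured): 0, 0 and 16 up, 0, 0 and 0 down and 48, 48 and 32 not passing (0, 0 and 17 up and 0, 0 and 0 down adjusted over the list alone), NES -1.66, -2.26 and 3.31, adjusted p = 0.0194, 6.7e-06 and 3.5e-23 in fgsea and adjusted p = 0.533, 0.254 and 7.1e-05 with an estimated correlation, median log2 change -0.03, -0.06 and 0.47.

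The metabolic and stress lists with PD-1 are as follows. Hypoxia and glycolysis (43 measured): 0, 0 and 0 up, 0, 0 and 0 down and 43, 43 and 43 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -0.85, 1.08 and 2.26, adjusted p = 0.768, 0.342 and 5.5e-05 in fgsea and adjusted p = 0.991, 0.935 and 0.421 with an estimated correlation, median log2 change -0.01, 0.00 and 0.11. ER chaperones (40 measured): 0, 0 and 0 up, 0, 0 and 1 down and 40, 40 and 39 not passing (0, 0 and 0 up and 0, 0 and 1 down adjusted over the list alone), NES -1.31, -2.15 and -1.98, adjusted p = 0.127, 4.8e-05 and 6.7e-04 in fgsea and adjusted p = 0.587, 0.124 and 0.0675 with an estimated correlation, median log2 change -0.03, -0.05 and -0.07. Heat shock (33 measured): 0, 0 and 0 up, 0, 0 and 4 down and 33, 33 and 29 not passing (0, 0 and 0 up and 0, 0 and 5 down adjusted over the list alone), NES -2.07, -1.11 and -2.84, adjusted p = 2.4e-04, 0.338 and 2.3e-15 in fgsea and adjusted p = 0.418, 0.81 and 0.00155 with an estimated correlation, median log2 change -0.04, -0.03 and -0.23. Cholesterol biosynthesis (29 measured): 0, 0 and 0 up, 0, 0 and 0 down and 29, 29 and 29 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -1.66, 1.26 and -1.38, adjusted p = 0.0296, 0.205 and 0.117 in fgsea and adjusted p = 0.666, 0.768 and 0.742 with an estimated correlation, median log2 change -0.02, 0.03 and -0.04. Oxidative phosphorylation (66 measured): 0, 0 and 0 up, 0, 0 and 0 down and 66, 66 and 66 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -2.71, -1.86 and -1.65, adjusted p = 1.1e-11, 0.00159 and 0.0087 in fgsea and adjusted p = 0.486, 0.768 and 0.706 with an estimated correlation, median log2 change -0.06, -0.04 and -0.05.

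Of the lists that remain with PD-1, these are the values. Proteasome (32 measured): 0, 0 and 0 up, 0, 0 and 0 down and 32, 32 and 32 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -2.23, -1.90 and -2.52, adjusted p = 3.2e-05, 0.00195 and 8.4e-09 in fgsea and adjusted p = 0.486, 0.674 and 0.078 with an estimated correlation, median log2 change -0.05, -0.04 and -0.14. Lymphocyte progenitor genes (36 measured): 0, 0 and 0 up, 0, 0 and 1 down and 36, 36 and 35 not passing (0, 0 and 0 up and 0, 0 and 1 down adjusted over the list alone), NES -1.12, 1.60 and -1.22, adjusted p = 0.347, 0.0241 and 0.205 in fgsea and adjusted p = 0.991, 0.281 and 0.647 with an estimated correlation, median log2 change -0.02, 0.01 and -0.05. Extracellular matrix (41 measured): 0, 0 and 2 up, 0, 0 and 5 down and 41, 41 and 34 not passing (0, 0 and 2 up and 0, 0 and 5 down adjusted over the list alone), NES 0.84, 1.10 and -1.0, adjusted p = 0.768, 0.338 and 0.53 in fgsea and adjusted p = 0.991, 0.873 and 0.706 with an estimated correlation, median log2 change 0.01, -0.04 and 0.01. Histones (27 measured): 0, 0 and 0 up, 0, 0 and 0 down and 27, 27 and 27 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES 1.50, 0.97 and -0.69, adjusted p = 0.11, 0.517 and 0.876 in fgsea and adjusted p = 0.486, 0.981 and 0.694 with an estimated correlation, median log2 change 0.29, -0.11 and -0.33. Cytosolic ribosomal proteins (77 measured): 0, 0 and 0 up, 0, 0 and 0 down and 77, 77 and 77 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -2.85, -2.25 and 2.39, adjusted p = 8.8e-14, 1.7e-06 and 1.8e-04 in fgsea and adjusted p = 0.533, 0.768 and 0.647 with an estimated correlation, median log2 change -0.05, -0.04 and 0.07.

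With BTLA against TCR alone the signaling lists are as follows. Negative feedback regulators (31 measured): 0, 1 and 0 up, 4, 9 and 9 down and 27, 21 and 22 not passing (0, 1 and 0 up and 4, 9 and 9 down adjusted over the list alone), NES -2.36, -2.39 and -2.04, adjusted p = 3.2e-05, 2.6e-07 and 1.8e-04 in fgsea and adjusted p = 0.03, 9.5e-05 and 0.00682 with an estimated correlation, median log2 change 0.01, -0.43 and -0.28. TCR complex and proximal signaling (32 measured): 0, 1 and 1 up, 0, 5 and 3 down and 32, 26 and 28 not passing (0, 1 and 2 up and 0, 5 and 3 down adjusted over the list alone), NES -1.16, -1.96 and -1.98, adjusted p = 0.303, 0.00222 and 4.5e-04 in fgsea and adjusted p = 0.93, 0.147 and 0.143 with an estimated correlation, median log2 change 0.01, -0.06 and -0.05. Co-inhibitory receptors (26 measured): 0, 0 and 0 up, 2, 7 and 8 down and 24, 19 and 18 not passing (0, 0 and 0 up and 2, 9 and 10 down adjusted over the list alone), NES -2.25, -2.44 and -2.11, adjusted p = 3.5e-04, 9.1e-08 and 1.8e-04 in fgsea and adjusted p = 8.8e-04, 3.3e-04 and 0.00489 with an estimated correlation, median log2 change -0.15, -0.47 and -0.35. T helper and regulatory lineage genes (24 measured): 0, 0 and 0 up, 0, 5 and 7 down and 24, 19 and 17 not passing (0, 0 and 0 up and 0, 7 and 7 down adjusted over the list alone), NES -1.19, -1.79 and -2.15, adjusted p = 0.303, 0.0145 and 2.6e-05 in fgsea and adjusted p = 0.499, 8.6e-04 and 2.2e-04 with an estimated correlation, median log2 change -0.09, -0.26 and -0.41. ATF4 targets (48 measured): 0, 0 and 16 up, 0, 0 and 0 down and 48, 48 and 32 not passing (0, 0 and 18 up and 0, 0 and 0 down adjusted over the list alone), NES -0.97, 0.90 and 3.05, adjusted p = 0.58, 0.664 and 4.5e-18 in fgsea and adjusted p = 0.979, 0.938 and 5.3e-04 with an estimated correlation, median log2 change -0.01, 0.01 and 0.49.

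The metabolic and stress lists with BTLA are as follows. Hypoxia and glycolysis (43 measured): 0, 0 and 6 up, 0, 1 and 0 down and 43, 42 and 37 not passing (0, 0 and 7 up and 0, 1 and 0 down adjusted over the list alone), NES 0.73, 1.48 and 2.64, adjusted p = 0.922, 0.0404 and 5.3e-07 in fgsea and adjusted p = 0.999, 0.673 and 0.0815 with an estimated correlation, median log2 change -0.01, 0.10 and 0.26. ER chaperones (40 measured): 0, 0 and 0 up, 0, 0 and 1 down and 40, 40 and 39 not passing (0, 0 and 0 up and 0, 0 and 1 down adjusted over the list alone), NES -1.58, -2.01 and -1.48, adjusted p = 0.0604, 4.2e-04 and 0.0446 in fgsea and adjusted p = 0.602, 0.0815 and 0.199 with an estimated correlation, median log2 change -0.01, -0.07 and -0.09. Heat shock (33 measured): 0, 0 and 0 up, 0, 0 and 2 down and 33, 33 and 31 not passing (0, 0 and 0 up and 0, 0 and 2 down adjusted over the list alone), NES -1.68, 1.81 and -2.22, adjusted p = 0.0456, 0.00319 and 6.7e-06 in fgsea and adjusted p = 0.637, 0.185 and 0.0824 with an estimated correlation, median log2 change -0.01, 0.12 and -0.14. Cholesterol biosynthesis (29 measured): 0, 0 and 0 up, 0, 1 and 1 down and 29, 28 and 28 not passing (0, 0 and 0 up and 0, 1 and 1 down adjusted over the list alone), NES -1.50, 1.04 and 1.01, adjusted p = 0.072, 0.467 and 0.457 in fgsea and adjusted p = 0.888, 0.938 and 0.827 with an estimated correlation, median log2 change -0.02, 0.00 and 0.05. Oxidative phosphorylation (66 measured): 0, 0 and 0 up, 0, 0 and 0 down and 66, 66 and 66 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -1.50, 1.33 and 1.47, adjusted p = 0.0534, 0.101 and 0.0375 in fgsea and adjusted p = 0.907, 0.853 and 0.753 with an estimated correlation, median log2 change -0.03, 0.05 and 0.04.

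Of the lists that remain with BTLA, these are the values. Proteasome (32 measured): 0, 0 and 0 up, 0, 0 and 0 down and 32, 32 and 32 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -2.0, -1.69 and -2.22, adjusted p = 0.00387, 0.0197 and 8.1e-06 in fgsea and adjusted p = 0.744, 0.673 and 0.189 with an estimated correlation, median log2 change -0.02, -0.04 and -0.11. Lymphocyte progenitor genes (36 measured): 0, 4 and 6 up, 0, 2 and 2 down and 36, 30 and 28 not passing (0, 5 and 6 up and 1, 2 and 2 down adjusted over the list alone), NES -1.63, 1.42 and 1.37, adjusted p = 0.0604, 0.0801 and 0.0853 in fgsea and adjusted p = 0.429, 0.938 and 0.983 with an estimated correlation, median log2 change -0.02, 0.06 and -0.06. Extracellular matrix (41 measured): 0, 0 and 0 up, 0, 4 and 8 down and 41, 37 and 33 not passing (0, 0 and 0 up and 0, 4 and 9 down adjusted over the list alone), NES -0.86, -1.28 and -1.11, adjusted p = 0.792, 0.161 and 0.303 in fgsea and adjusted p = 0.999, 0.176 and 0.827 with an estimated correlation, median log2 change 0.00, -0.09 and -0.07. Histones (27 measured): 0, 1 and 1 up, 0, 0 and 0 down and 27, 26 and 26 not passing (0, 1 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES 1.54, 0.70 and 0.48, adjusted p = 0.0534, 0.879 and 0.998 in fgsea and adjusted p = 0.499, 0.938 and 0.983 with an estimated correlation, median log2 change 0.28, 0.12 and -0.07. Cytosolic ribosomal proteins (77 measured): 0, 0 and 0 up, 0, 0 and 0 down and 77, 77 and 77 not passing (0, 0 and 0 up and 0, 0 and 0 down adjusted over the list alone), NES -1.63, 1.0 and 2.99, adjusted p = 0.0216, 0.467 and 1.2e-15 in fgsea and adjusted p = 0.93, 0.938 and 0.204 with an estimated correlation, median log2 change -0.03, 0.01 and 0.16.

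Where the median of a list and its NES differ in sign, as with negative feedback regulators at 4 h, the test weighs the members with the largest statistics. Of 288 list tests fgsea calls 184, of which 85 are also called with an estimated correlation and 0 in the opposite direction.

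In the mouse stimulator cells, NF-kB targets were higher with HVEM than in control cells (17 up and 0 down of 31, median log2 change 0.66, adjusted p = 1.0e-09 in fgsea and 1.8e-06 with an estimated correlation at 4 h; 17 up and 0 down of 31, median log2 change 0.93, adjusted p = 1.3e-08 in fgsea and 8.6e-05 with an estimated correlation at 48 h). Interferon response genes were lower with PD-L1 (1 up and 16 down of 35, median log2 change -0.65, adjusted p = 4.5e-04 in fgsea and 0.0248 with an estimated correlation at 4 h; 5 up and 19 down of 35, median log2 change -0.75, adjusted p = 0.00498 in fgsea and 0.0344 with an estimated correlation at 48 h) and rose in control cells from 4 to 48 h (22 up and 0 down of 35, median log2 change 0.71, adjusted p = 6.0e-08 in fgsea and 0.00614 with an estimated correlation). ATF4 targets were higher with PD-L1 at 20 h (16 up and 0 down of 40, median log2 change 0.52, adjusted p = 2.0e-09 in fgsea and 1.8e-04 with an estimated correlation) and with HVEM at 20 h (19 up and 0 down of 40, median log2 change 0.57, adjusted p = 4.9e-11 in fgsea and 3.2e-05 with an estimated correlation). They were also higher with PD-L1 at 48 h (17 up and 1 down of 40, median log2 change 0.49, adjusted p = 4.8e-05 in fgsea and 0.0344 with an estimated correlation) and with HVEM at 4 h (14 up and 2 down of 40, median log2 change 0.43, adjusted p = 1.2e-06 in fgsea and 0.00178 with an estimated correlation). E2F targets were higher at 4 h with PD-L1 (8 up and 1 down of 64, median log2 change 0.30, adjusted p = 3.7e-11 in fgsea and 0.00877 with an estimated correlation) and with HVEM (4 up and 1 down of 64, median log2 change 0.20, adjusted p = 3.8e-06 in fgsea and 0.0372 with an estimated correlation), and lower at 48 h with PD-L1 (0 up and 19 down of 64, median log2 change -0.34, adjusted p = 4.0e-13 in fgsea and 0.00916 with an estimated correlation) and with HVEM (0 up and 28 down of 64, median log2 change -0.48, adjusted p = 2.3e-15 in fgsea and 0.00143 with an estimated correlation), and MYC targets fell in control cells from 4 to 48 h (0 up and 42 down of 56, median log2 change -0.83, adjusted p = 1.7e-26 in fgsea and 0.00124 with an estimated correlation). Called in the same direction at all 3 times were 630 mouse genes up and 548 down with PD-L1, 726 and 421 with HVEM, and 292 and 194 in both lines.

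Genes lower with a receptor than with TCR alone and than in unstimulated cells number 5 at 20 h with PD-1 (AXL, ELAC1, NSMF, PTGS1 and RNF222) and 18 at 48 h, and 82 and 65 with BTLA. RAG1, which encodes a recombinase of lymphocyte progenitors, was at 36.5 ± 1.3 CPM with TCR+BTLA and 18.0 ± 2.51 with TCR+PD-1 at 48 h, a log2 difference of 1.02 (SE 0.0910) (adjusted p = 1.4e-10, edgeR). PTCRA, the pre-TCR alpha chain, differed by 1.3 (SE 0.184) (adjusted p = 3.4e-06, edgeR), CD40LG by -1.43 (SE 0.110) (adjusted p = 2.5e-12, edgeR) and ID3 by -1.03 (SE 0.0800) (adjusted p = 2.5e-12, edgeR). Some called human genes have counts under 2% of those of the mouse gene of the same symbol, so stray mouse reads bear on their values. With PD-1 these are 0 up and 1 down at 20 h (AXL) and 1 up and 6 down at 48 h, among them ASNS, ATP12A, COL6A2, HSPA2, LGALS1 and SLC12A3. With BTLA there are more, 1 up and 12 down at 20 h and 5 up and 23 down at 48 h, among them DPEP1 at 20 h and CDK5RAP3 at 48 h.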
